# Lionheart LincRNA alleviates cardiac systolic dysfunction under pressure overload

**DOI:** 10.1038/s42003-020-01164-0

**Published:** 2020-08-13

**Authors:** Yasuhide Kuwabara, Shuhei Tsuji, Masataka Nishiga, Masayasu Izuhara, Shinji Ito, Kazuya Nagao, Takahiro Horie, Shin Watanabe, Satoshi Koyama, Hisanori Kiryu, Yasuhiro Nakashima, Osamu Baba, Tetsushi Nakao, Tomohiro Nishino, Naoya Sowa, Yui Miyasaka, Takeshi Hatani, Yuya Ide, Fumiko Nakazeki, Masahiro Kimura, Yoshinori Yoshida, Tsukasa Inada, Takeshi Kimura, Koh Ono

**Keywords:** Cardiac hypertrophy, Long non-coding RNAs

## Abstract

Recent high-throughput approaches have revealed a vast number of transcripts with unknown functions. Many of these transcripts are long noncoding RNAs (lncRNAs), and intergenic region-derived lncRNAs are classified as long intergenic noncoding RNAs (lincRNAs). Although *Myosin heavy chain 6 (Myh6)* encoding primary contractile protein is down-regulated in stressed hearts, the underlying mechanisms are not fully clarified especially in terms of lincRNAs. Here, we screen upregulated lincRNAs in pressure overloaded hearts and identify a muscle-abundant lincRNA termed *Lionheart*. Compared with controls, deletion of the *Lionheart* in mice leads to decreased systolic function and a reduction in MYH6 protein levels following pressure overload. We reveal decreased MYH6 results from an interaction between *Lionheart* and Purine-rich element-binding protein A after pressure overload. Furthermore, human LIONHEART levels in left ventricular biopsy specimens positively correlate with cardiac systolic function. Our results demonstrate *Lionheart* plays a pivotal role in cardiac remodeling via regulation of MYH6.

## Abstract (web summary)

Kuwabara et al. identify a novel long intergenic noncoding RNA (lincRNA), termed *Lionheart*, upregulated in pressure overloaded hearts in mice. Deleting this gene results in decreased systolic function and reduction in MYH6 protein levels following pressure overload. They demonstrate that *Lionheart* interacts with PURA, preventing its binding to the promoter region of *Myh6* locus, leading to reduced MYH6 protein expression.

## Introduction

Heart failure caused by cardiac dysfunction is a refractory condition, in which the heart cannot pump the blood to each organ sufficiently. The insufficient pumping ability leads to symptoms such as dyspnea and edema. Despite recent treatment advances, heart failure is a significant burden worldwide. Thus, identifications of novel therapeutic targets are urgently needed^1^. Recent genome-wide approaches using next-generation sequencing have revealed a vast number of transcripts with unknown functions within the human genome^2–4^. Many of these transcripts are long noncoding RNAs (lncRNAs), and lncRNAs derived from intergenic regions between two protein coding genes are classified as long intergenic noncoding RNAs (lincRNAs)^3^. At present, the functions of lincRNAs in the context of heart failure are not fully defined; therefore, exploring the molecular functions of lincRNAs in heart failure could lead to novel therapeutic strategies.

Myosin heavy chain proteins or myosin heavy polypeptides (MYH), which exist in two isoforms in the heart, MYH6 and MYH7, are abundantly expressed sarcomere proteins. Because the rate of ATP hydrolysis by MYH6 is three times higher than by MYH7, MYH6 has been associated with fast contractility, whereas MYH7 is linked to slower contractility. The expression levels of MYH6 have been reported to decrease during ageing and in disease states^5^, and there has been great interest in revealing the molecular mechanisms by which MYH6 expression is regulated during heart failure^6^.

Purine-rich element-binding protein A (PURA) is a known DNA- and RNA-binding protein that regulates DNA replication, transcription, and translation through binding to purine-rich elements within the PURA targets^7^. PURA is expressed ubiquitously, and PURA-deficient mice die shortly after birth due to neurological and hematopoietic abnormalities^8^. In cardiomyocytes, PURA binds to a purine-rich negative regulatory (PNR) element in the first intron of the *Myh6* locus leading to decreased expression of *Myh6*^9,10^. PURA also binds to Myh6 mRNA resulting in decreased translation of the transcript^10^. However, it remains unclear how PURA functions are regulated in cardiac remodeling.

Here, we screen intergenic regions of the genome for lincRNAs whose expressions increase during cardiac remodeling. We identify Lionheart as a muscle-abundant lincRNA and generate *Lionheart* knockout (*Lionheart*-KO) mice, which have decreased cardiac systolic function and reduced *Myh6* expression in pressure overload conditions relative to controls. Furthermore, we determine that the downregulation of *Myh6* results from the loss of an interaction between Lionheart and PURA under pressure overload. Our results reveal that the lincRNA, Lionheart, plays pivotal roles in cardiac remodeling by regulating the *Myh6* expression.

## Results

### Identification of lincRNAs upregulated by pressure overload

To identify transcribed intergenic regions that yield upregulated lincRNAs during cardiac remodeling, we performed a screen using total RNA extracted from mouse hearts subjected to transverse aortic constriction (TAC) surgery. In this screen, we assessed two time points at 2 and 8 weeks after TAC surgery for the hypertrophic response and the heart failure phase, respectively. 

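Total RNA from sham and TAC hearts at 2 and 8 weeks was hybridized to 4 microarrays, 1 for each condition. Each array carried a pool of RNA from 4 to 6 mice, with 500 ng from each mouse. The spread between mice could therefore not be measured, no p-value was computed, and each fold change from the screen is the ratio of 2 pools. The paper gives the age of the mice at surgery as 12 weeks, whereas the sample labels give an age of 10 weeks for the hearts at 2 weeks and of 16 weeks for those at 8 weeks. The authors deposited the scanner output of each array. Its processed signal is the intensity of each spot after background subtraction and spatial detrending, without normalization between arrays. The arrays held 55681 probes other than controls, of which 16194 are named by a range on a mouse chromosome and were taken as the lincRNA probes. Signals were divided by the array's 75th percentile over these 55681 probes, which was 206.7 for sham and 206.0 for TAC at 2 weeks, and 221.2 for sham and 248.5 for TAC at 8 weeks. Between 54.74% and 58.55% of the probes on an array were well above background, compared with 38.57% to 43.15% of the lincRNA probes. No spot was saturated. A probe was called up when it was well above background on the TAC array and its signal was over 2-fold that on the sham array of the same time. Genes of the hypertrophic response served to check the sample labels. Myh7 was 6.56-fold higher after TAC at 2 weeks and 12.9-fold higher at 8 weeks. Nppa was 3.58-fold higher at 2 weeks and 6.28-fold higher at 8 weeks. The median log2 change of the 7 genes of the hypertrophy list that have a probe was 1.44 at 2 weeks and 2.15 at 8 weeks. Both medians lay at the 100th percentile of 10000 random gene lists of the same size and similar signal.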

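Of the lincRNA probes, 41 were over 2-fold higher after TAC than in sham hearts at both 2 and 8 weeks, and 18 of these were well above background on both sham arrays. The array assigns the 18 probes to 11 intergenic regions, whose coordinates are those of mm9. The largest fold changes were in the region on chromosome 8 from 124697835 to 124699013, where 1 of 3 probes passed, with 9.70-fold at 2 weeks and 12.1-fold at 8 weeks. Next came the region on chromosome 1 from 85150625 to 85185800, with 5.33-fold and 8.58-fold from 1 of 2 probes. The brightest region in sham hearts lay on chromosome 11 from 53592946 to 53637922. Its passing probe, 1 of 5, was 2.34-fold higher at 2 weeks and 4.24-fold higher at 8 weeks. In 3 regions more than 1 probe passed. All 3 probes of the region on chromosome 2 from 77152807 to 77155092 passed, as did 4 of 5 probes of the wider region around it, from 77146893 to 77155643. On chromosome 9, 3 of 5 probes of the region from 14460976 to 14488051 passed, with 2.12-fold to 2.18-fold at 2 weeks and 3.51-fold to 4.35-fold at 8 weeks. A pair of overlapping regions on chromosome 17 lay from 32035750 to 32056000 and from 32044823 to 32045974. In these, 1 of 2 and 1 of 3 probes passed, although all were well above background on all 4 arrays. The passing probes rose between 2.01-fold and 2.30-fold over both times. The remaining regions lay on chromosome 6 from 47595238 to 47601893, and on chromosome 12 from 5303823 to 5379098 and from 85210777 to 85262127. Their passing probes rose between 2.01-fold and 4.36-fold. The fold threshold moved the number of regions most, to 3 with a threshold of 3-fold and to 36 with 1.5-fold. In a family of folds without replicates, a probe close to the threshold can fall on either side of it. Among spots of the same probe that were well above background, the log2 ratio of 2 spots had an SD of 0.184. This SD was 0.351 where the signal was below 0.25 of the 75th percentile and 0.114 elsewhere, and 10 of the 18 probes were below that level on both sham arrays. From the rise over sham hearts, the paper takes such intergenic regions as its set for cardiac remodeling (Fig. 1a).

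**Figure D1:**
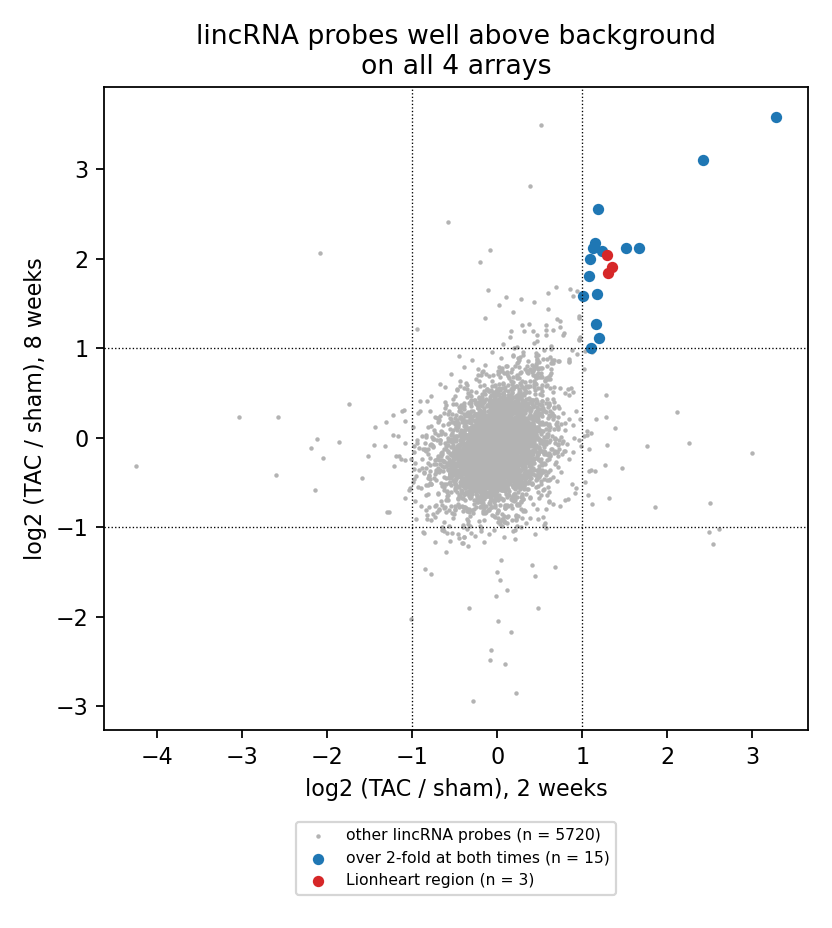
Log2 ratio of TAC to sham signal at 2 weeks (horizontal axis) and 8 weeks (vertical axis) for the 5738 lincRNA probes that were well above background on all 4 arrays and had no spot left out as an outlier on any array, with 1 pooled array per condition. Dotted lines mark 2-fold changes. The 15 blue and 3 red points lie above 2-fold at both times, and the red points are the probes of the chromosome 2 region from 77152807 to 77155092.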

Focusing on the intergenic regions that were yielding lincRNAs with higher expression levels after TAC than sham controls, our microarray screen identified 10 intergenic regions and we numbered the transcripts lincRNA-1 to -10 (Fig. 1a). We validated the upregulated expression levels of lincRNA-3, -5, and -7 at 2 and 8 weeks after TAC surgery by quantitative PCR (Fig. 1b, c). Among three lincRNAs, we focused on lincRNA-5, because the DNA sequence of this locus was the most highly conserved in mammals (Supplementary Fig. 1). We termed the lincRNA-5 as long intergenic-origin noncoding RNA in heart or Lionheart. 

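The array region taken here as the locus of lincRNA-5 has 3 probes, named by the mm9 range on chromosome 2 from 77152807 to 77155092 with the letter R, which is read as the minus strand. All 3 were well above background on all 4 arrays. At 2 weeks their mean log2 ratio of TAC to sham was 1.32, with single probes between 1.29 and 1.35, which corresponds to a 2.49-fold rise. At 8 weeks the mean log2 ratio was 1.93, with single probes between 1.84 and 2.04, a 3.82-fold rise. The 2 sham arrays differed in the 3 probes by 0.05 to 0.26 on the log2 scale. In sham hearts the probes' signals were between 0.455 and 1.20 times the array's 75th percentile. Another 5 probes are named by a wider range on the same strand, from 77146893 to 77155643, and 4 of them were over 2-fold higher at both times. The fifth of these, A_30_P01027844, had log2 ratios of 0.17 at 2 weeks and 0.55 at 8 weeks. Of the 5 probes for the opposite strand of the wider range, 1 was well above background on all 4 arrays, with log2 ratios of 0.01 at 2 weeks and 0.71 at 8 weeks. Background correction by normexp lowered the mean log2 ratio of the 3 probes to 1.02 at 2 weeks and 1.55 at 8 weeks.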

To further confirm the upregulation of Lionheart by hypertrophic stimuli, we examined the Lionheart levels in hypertrophied mouse hearts induced by phenylephrine and isoproterenol administration and in neonatal mouse cardiomyocytes (NMCMs) treated with angiotensin II or phenylephrine. Expression levels of *Lionheart* were increased in both models (Fig. 1d, e). Rapid amplification of cDNA ends (RACE) analyses revealed that Lionheart was 402 nucleotides long, capped, spliced, and polyadenylated (Fig. 1f, g, and Supplementary Fig. 2a). Although Lionheart is currently annotated as BY787644 and on the minus strand of Gm13943, Lionheart is longer than these annotated transcripts and the DNA position was mm10_chr2:77,314,725–77,317,068.

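In the GRCm38 annotation, Gm13943 lies on the plus strand of chromosome 2 from 77314751 to 77317035 and has 2 exons of 128 and 215 bp. The span given for Lionheart covers 2344 bp on the opposite strand and extends 26 bp beyond 1 end of Gm13943 and 33 bp beyond the other. No annotated gene lies on the minus strand within this span. The nearest annotated protein-coding neighbors are Sestd1, 34132 bp away, and Zfp385b, 93565 bp away, both on the minus strand. G and C make up 40.9% of the span, and 20.8% of it is masked as repeats. Because the array uses mm9, its region was matched to the locus by chromosome and length and not by converted coordinates or probe sequences. The end of the array's region minus its start is 2285, which is the annotated length of Gm13943 in bp, although the letter of the array's region is that of the opposite strand. Among 296 array regions and 718 annotated lncRNA genes on chromosome 2, no other region and no other gene had this length. A transcript of 402 nucleotides within the span leaves an intron of 1942 bp. Exons taken from both ends of the span can meet at an intron that starts with GT and ends with AG in 4 ways, where very short exons were not searched. The paper's forward primer for mouse Lionheart reads across the exon end of the split into 94 and 308 nucleotides and into its intron. If the primer lies in the spliced transcript, this argues against that split and against the split with a first exon of 26 nucleotides.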

**Fig. 1:**
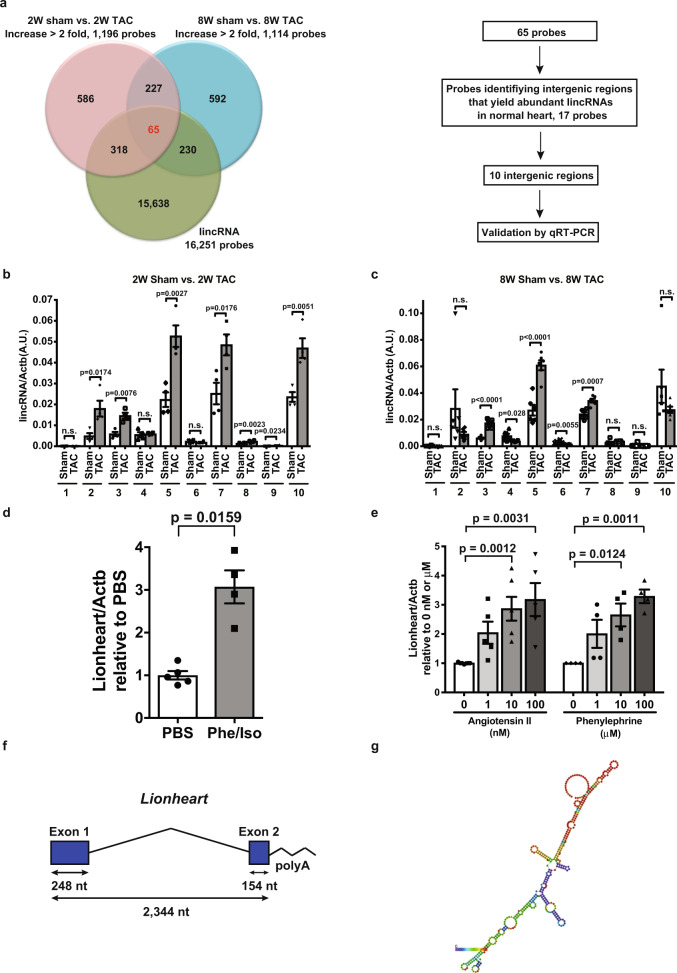
Identification of Lionheart and the structure of this lincRNA. **a** Screening of intergenic regions that yielded lincRNAs during cardiac remodeling. Venn diagram shows the results of the microarray analyses. Each number represent the number of probes applied. Among 65 probes, we focused on probes that identified intergenic regions that were transcribed actively in normal adult mouse hearts. We tested the validation of the 10 lincRNAs. 2 W: 2 weeks; 8 W: 8 weeks; TAC: transverse aortic constriction. **b** Validation at 2 weeks after TAC. *n* = 4 in all groups. **c** Validation at 8 weeks after TAC. *n* = 6 in all groups. **d** Lionheart levels in the hearts of mice that were administered phenylephrine (Phe) and isoproterenol (Iso). PBS: phosphate-buffered saline. PBS group: *n* = 5; Phe/Iso group: *n* = 4. **e** Lionheart levels in neonatal mouse cardiomyocytes (CMs) stimulated with angiotensin II (0 nM: *n* = 7; 1 nM: *n* = 5; 10 nM: *n* = 6; 100 nM: *n* = 5) or phenylephrine (*n* = 4 in all groups). **f** Structure of *Lionheart*. **g** Predicted secondary structure of Lionheart.

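By the rule used here, 1060 probes were up at 2 weeks, 1050 at 8 weeks and 210 at both times. Among probes other than lincRNA probes, 550 were up only at 2 weeks, 614 only at 8 weeks and 169 at both. Among lincRNA probes, 300 were up only at 2 weeks, 226 only at 8 weeks and 41 at both, while 15627 were up at neither time. lincRNA probes made up 32.2% of the probes up at 2 weeks and 25.4% of those up at 8 weeks, compared with 29.1% of all probes and 22.5% of those well above background on at least 1 array. Among probes measured on all 4 arrays they made up 16.8% of those up at both times, compared with 19.6% of all. The 2 sham pools, compared by the same rule, gave 833 probes over 2-fold higher at 8 weeks and 474 over 2-fold higher at 2 weeks. In 828 of the probes up at 2 weeks (78.1%) and 619 of those up at 8 weeks (59.0%), the sham signal was not well above background. Probes measured on both arrays of the pair numbered 232 up at 2 weeks and 431 up at 8 weeks, compared with 118 and 102 between the sham pools. Of the 232 probes, 79.3% were higher after TAC in the 8-week pair as well, against 42.4% of other probes matched on signal. Of the 828 probes, 44.9% were, against 36.4% of matched probes. Across the 29267 probes measured on all 4 arrays, the log2 changes at 2 and 8 weeks correlated with Pearson's r of 0.474 and Spearman's rho of 0.449, over probes that are not independent replicates. The alternative that lowered the counts most was normexp background correction, with 104 probes up at 2 weeks and 233 at 8 weeks.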

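The text does not state the signal that counted as active transcription, so both sham arrays were read at 3 levels. Of the 41 lincRNA probes up at both times, 23 were not well above background on at least 1 sham array, and 21 of these on neither. Requiring a sham signal above the array's median on both sham arrays left 11 probes in 9 regions, and requiring the 75th percentile left 4 probes in 4 regions. For a probe whose sham signal is near background the fold change is only a lower bound. It was computed against the higher of the probe's own sham signal and the lowest sham signal among probes well above background. The 5 lincRNA probes with the largest rises were ranked by the ratio of their signals, and 3 of them had such a bound, so by the bounds alone they need not be among the largest. A_30_P01030527, from 40693617 to 40720167 on chromosome 6 of mm9, was at least 1.08-fold higher at 2 weeks and at least 2.73-fold higher at 8 weeks. A_30_P01027687, in an overlapping region of the same strand, was at least 2.10-fold and at least 3.79-fold higher. A_30_P01026182, on chromosome 9 from 63774461 to 63784928, was at least 1.44-fold and at least 1.84-fold higher.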

### Features and conservation of Lionheart

We determined the organ distribution of Lionheart in adult mice and found that Lionheart is abundantly expressed in striated muscle. To assess Lionheart level in cardiac myocytes, we sorted NMCMs and cardiac fibroblasts, and revealed that Lionheart levels were higher in NMCMs than that in cardiac fibroblasts (Fig. 2b). Subcellular fractionation experiments demonstrated that the nuclear/cytoplasmic ratio pattern of Lionheart was quite similar to other, nuclear transcripts including U2 snRNA and Xist (Fig. 2c). These data indicate that Lionheart predominantly exists in the nucleus of cardiac myocytes. Furthermore, PhyloCSF bioinformatic analysis^11^ and in vitro translation assays confirmed that Lionheart is a noncoding RNA (Supplementary Fig. 2b–d). We next examined the degree of *Lionheart* conservation in mammals. Because the first exon of mouse *Lionheart* is well conserved in mammals (Supplementary Fig. 1) and the neighboring genes of mouse *Lionheart* are identical in rat and human (Supplementary Fig. 3), we designed specific primers for rat and human orthologous sites for the first exon of mouse *Lionheart* and evaluated the levels of Lionheart in rats and humans. Lionheart level in neonatal rat cardiac myocytes was significantly higher than in cardiac fibroblasts (Mann–Whitney test, *p* = 0.0286; Fig. 2d). We generated human induced pluripotent stem cells (hiPSCs)-derived cardiomyocytes and demonstrated human LIONHEART level was higher in hiPSCs-derived cardiomyocytes than that in undifferentiated hiPSCs (Fig. 2e).

**Fig. 2:**
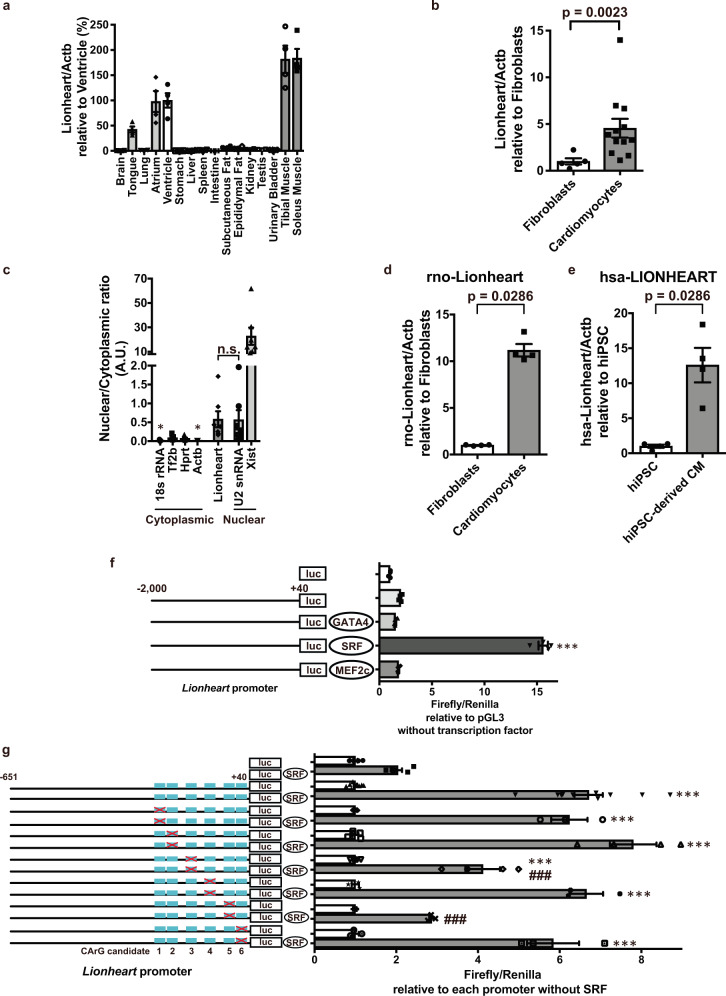
Features of mouse Lionheart and the conservation in rat and human. **a** Tissue distribution of Lionheart in adult mouse. *n* = 4 in all organs. **b** Relative expression of Lionheart in neonatal mouse cardiomyocytes (CMs) (*n* = 12) compared with cardiac fibroblasts (*n* = 5). **c** Nuclear and cytoplasmic distribution of several transcripts in adult mouse hearts. *n* = 7 in all transcripts. *, compared with Lionheart. **d** Lionheart levels in neonatal rat cardiac fibroblasts and CMs. *n* = 4 in both groups. **e** LIONHEART levels in human iPSCs and human iPSCs-derived CMs. *n* = 4 in both groups. **f** −2.0 kb *Lionheart* promoter activities with transcription factors (TFs). *n* = 4 in all groups. ***, compared with empty promotor vector without TFs. **g** Promoter activities with mutations in possible CArG boxes. Crosses in red indicate mutated possible CArG boxes. Empty vector: *n* = 6; −0.6 kb intact *Lionheart* promoter: *n* = 10; Mutant 1: *n* = 3; Mutants 2 and 3: *n* = 4; Mutants 4, 5, and 6: *n* = 3. ***, compared with empty vector with SRF; ^###^, compared with −0.6 kb intact *Lionheart* promotor with SRF.

### Regulation of Lionheart promoter activity

To reveal how *Lionheart* expression is regulated, we performed a promoter assay and found that a transcription factor, serum response factor (SRF), significantly increased the activity of a ­2.0 kilobase (kb) *Lionheart* promoter (one-way ANOVA, *p* < 0.0001; Fig. 2f). Chromatin immunoprecipitation (ChIP)-sequencing also demonstrated SRF and P300 binding to the *Lionheart* promoter (Supplementary Fig. 4a, b). Because SRF-mediated reporter activities were similar between the −0.6-kb and the −2.0-kb promoter construct, we focused on the −0.6 kb *Lionheart* promoter and tried to identify SRF binding sites. To this end, we searched for SRF consensus binding sequences, CArG boxes^12^, and identified six putative CArG boxes located within the −0.6 kb promoter (Supplementary Fig. 4c). We confirmed that SRF bound at least two CArG boxes located within the promoter region of *Lionheart* using site-directed mutagenesis (Fig. 2g and Supplementary Fig. 5).

### Generation of Lionheart knockout mice and the phenotype

To explore the functions of Lionheart in vivo, we generated *Lionheart* knockout (*Lionheart*-KO) mice (Supplementary Fig. 6) and performed TAC surgery in *Lionheart*-KO mice. Lionheart levels were increased following TAC surgery in control hearts but not in *Lionheart*-KO hearts (Fig. 3a). Although there was no difference in heart weight (HW)/body weight (BW) ratios between control and *Lionheart*-KO mice at 8 weeks after TAC surgery (Supplementary Fig. 7a, b), echocardiography demonstrated that end-diastolic interventricular septum thickness was thinner in *Lionheart*-KO mice than in control mice (Fig. 3b, c). We observed a reduction in the cross-sectional area of cardiomyocytes in *Lionheart*-KO hearts compared with controls post TAC surgery (Fig. 3d, e). Systolic cardiac function declined in *Lionheart*-KO hearts at 5 and 8 weeks post TAC surgery (Fig. 3f and Supplementary Fig. 7c). In line with the reduced cardiac function, *Nppb* mRNA levels in *Lionheart*-KO hearts were higher than in control hearts after TAC (Fig. 3g). Intriguingly, we detected a significant reduction in *Myh6* transcript levels in *Lionheart*-KO hearts compared with wild-type hearts after TAC (one-way ANOVA, *p* < 0.0041; Fig. 3h). The protein levels of MYH6 in *Lionheart*-KO hearts were also reduced compared with wild-type hearts at 8 weeks after TAC (Fig. 3i, j). The transcript and protein levels of *Myh7* were unchanged between wild-type and *Lionheart*-KO hearts (Supplementary Fig. 7d–g). Compared with control hearts, cardiac fibrosis was attenuated in *Lionheart*-KO hearts after TAC (Supplementary Fig. 7h–k). Because blood pressure also affects cardiac hypertrophy and fibrosis, we measured blood pressure in control and *Lionheart*-KO mice. However, there was no difference in blood pressure between the two groups (Supplementary Fig. 8).

**Fig. 3:**
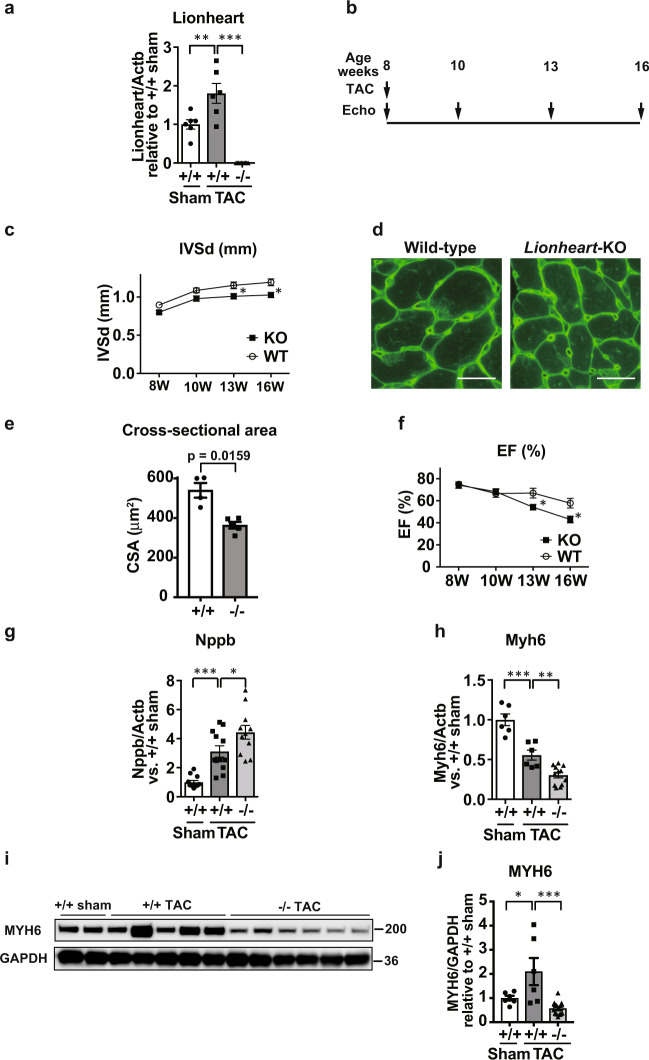
Analyses of *Lionheart* knockout mice subjected to pressure overload. **a** Lionheart levels after TAC. +/+ sham and +/+ TAC groups: *n* = 6; −/− TAC group: *n* = 12. **b** Assessment of cardiac phenotype after TAC by echocardiography. **c** Changes in interventricular septal thickness at end-diastole (IVSd). 8 W: 8 weeks; 10 W: 10 weeks; 13 W: 13 weeks; 16 W: 16 weeks. WT 8 W and WT 10 W: *n* = 12; WT 13 W: *n* = 10; WT 16 W: *n* = 8; KO 8 W: *n* = 12; KO 10 W, KO 13 W, and KO 16 W: *n* = 17. *, compared with WT at same age. **d** WGA staining after TAC. Scale bar = 20 μm. **e** Quantification of the cross-sectional area. +/+ group: *n* = 4; −/− group: *n* = 5. **f** Changes in EF. WT 8 W and WT 10 W: *n* = 14; WT 13 W: *n* = 12; WT 16 W: *n* = 8; KO 8 W: *n* = 12; KO 10 W, KO 13 W, and KO 16 W: *n* = 17. *, compared with WT at same age. **g** mRNA levels of Nppb. +/+ sham and +/+ TAC groups: *n* = 12; −/− TAC group: *n* = 11. **h** mRNA levels of Myh6. +/+ sham and +/+ TAC groups: *n* = 6; −/− TAC group: *n* = 12. **i**, **j** MYH6 protein levels in *Lionheart*-KO mouse hearts after TAC. **i** Representative images of western blotting for MYH6 and GAPDH, as a loading control. **j** Quantification of the western blotting data. +/+ sham and +/+ TAC groups: *n* = 6; −/− TAC group: *n* = 14.

### Revealing the molecular function of Lionheart

It has been reported that lncRNAs can act in either *cis* or *trans*^13^. To assess whether Lionheart works in *cis*, we evaluated the expression levels of *Lionheart*-flanking genes, namely *Sestd1* and *Zfp385b*. As shown in Supplementary Fig. 9, there was no difference in the expression levels of *Sestd1* and *Zfp385b* between control and *Lionheart*-KO mice. These data strongly suggested that Lionheart does not work in *cis*.

To assess the global expression changes of other previously identified RNAs in *Lionheart*-KO mouse hearts after TAC surgery, we performed microarray analysis for the levels of primary-microRNAs (pri-miRNAs) and other lncRNAs. The levels of pri-miRNA-669a-3, pri-miRNA-709, pri-miRNA-1946b, and pri-miRNA-3962 were more than two times higher in *Lionheart*-KO mice than control mice (Supplementary Fig. 10a). Concerning the other lncRNAs, 5 lncRNAs were increased (fold change > 2) and 2 lncRNAs were decreased (fold change < 0.5) in *Lionheart-KO* mice compared with control mice (Supplementary Fig. 10b). Furthermore, we conducted qPCR and evaluated the expression levels of previously identified lncRNAs that play pivotal roles in cardiac remodeling with pressure overload such as myosin heavy chain-associated RNA transcripts (Mhrt)^14^, cardiac hypertrophy-associated transcript (Chast)^15^, cardiac hypertrophy-associated epigenetic regulator (Chaer)^16^, and cardiac hypertrophy-related factor (CHRF)^17^. As shown in Supplementary Fig. 10c–f, there were no significant differences in these lncRNA levels between control and *Lionheart*-KO mice (one-way ANOVA).

We next sought to identify Lionheart-binding proteins in nuclear extracts of hearts following TAC surgery. Using a Lionheart-antisense-transcript as a control, RNA pull-down assays followed by mass spectrometry identified 46 Lionheart-specific-binding candidates (sense/antisense: more than 1.5-fold, Fig. 4a). Focusing on these protein candidates, Gene Ontology-Biological Process (GO-BP) enrichment terms were mitochondrial functions, metabolic processes, and heart contraction (Supplementary Table 1). When we focused on the antisense-specific candidates (antisense/sense: more than 1.5-fold), GO-BP enrichment terms were extracellular matrix organization, collagen-associated signaling pathway, and angiogenesis (Supplementary Table 2). We think that these unbiased analyses suggest that Lionheart might be involved in mitochondrial functions, metabolic processes, and heart contraction. Hence, we evaluated mitochondrial structure by transmission electron microscopy. However, there was no obvious difference in mitochondrial structures and sizes between control and *Lionheart*-KO mouse hearts (Supplementary Fig. 11).

**Fig. 4:**
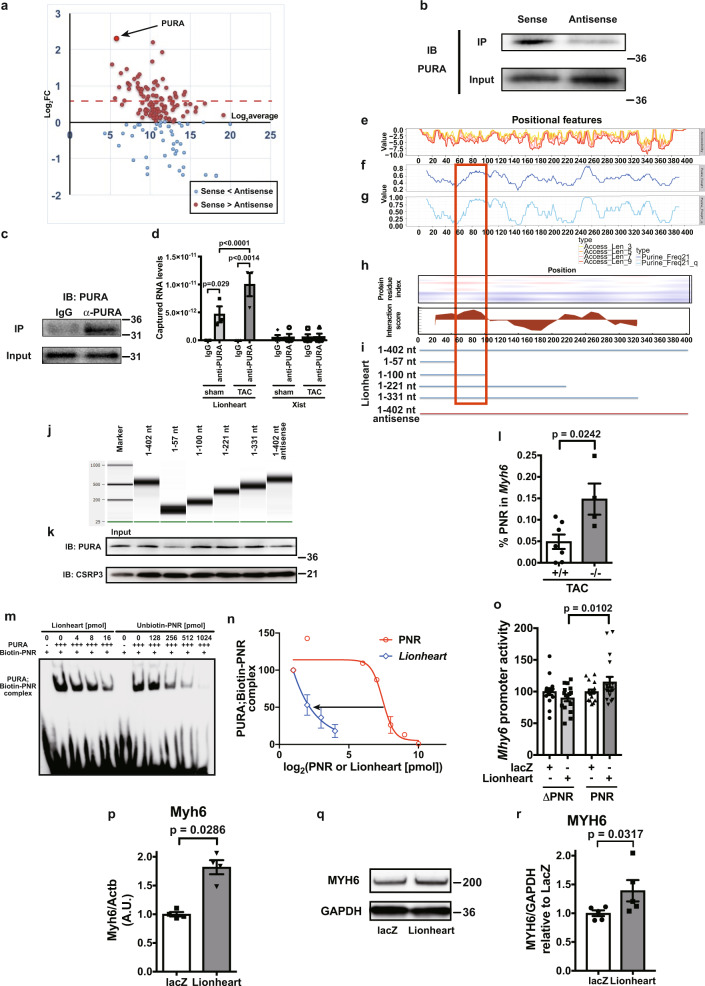
Identification of Lionheart-binding protein and the molecular function of the interaction. **a** Result of mass spectrometry to identify Lionheart-binding proteins. All isolated proteins by RNA pulldown were analyzed. Horizontal and vertical axes indicate the abundance and the specificity of each protein, respectively. The dotted line in red indicates the 1.5-fold change boundary. **b** Western blotting for PURA isolated by RNA pulldown. IB: immunoblot. **c** Confirmation of PURA precipitation with an anti-PURA antibody in RNA immunoprecipitation. **d** RNA immunoprecipitation using an anti-PURA antibody. Lionheart sham IgG: *n* = 4; Lionheart sham anti-PURA, Lionheart TAC IgG, and Lionheart TAC anti-PURA: *n* = 3; Xist sham IgG, Xist sham anti-PURA, Xist TAC IgG, and Xist TAC anti-PURA: *n* = 4. **e**–**h** Bioinformatic analyses for structural features of Lionheart and the interaction between Lionheart and PURA. **e** Accessibility of each nucleotide in Lionheart. **f**, **g** The percentage of purine frequency in each 21-nucleotide section (**f**) and quantile value (**g**). **h***cat*RAPID analyses. **i** The Lionheart fragmentation used in the RNA pulldown, as shown in (**j**) and (**k**). **j** Confirmation of each truncated Lionheart length using Bioanalyzer. **k** Western blotting for PURA and CSRP3 precipitated by RNA pulldown. **l** Enrichment of the PNR element in the *Myh6* locus by ChIP using an anti-PURA antibody. +/+ TAC: *n* = 7; −/− TAC: *n* = 4. **m**, **n** Results of RNA electrophoretic mobility shift assay (EMSA). **m** Representative image of RNA EMSA. **n** Quantification of RNA-EMSA data. PNR: *n* = 1–2; Lionheart *n* = 2. **o***Myh6* promoter activities activated with Lionheart in neonatal mouse cardiac myocytes (NMCMs). ΔPNR indicates the *Myh6* promoter in which PNR element was deleted. ΔPNR: *n* = 16; PNR: *n* = 18. **p** Myh6 mRNA level in NMCMs with Lionheart overexpression. *n* = 4 in both groups. **q**, **r** MYH6 protein level in NMCMs with Lionheart overexpression. **q** Representative images of western blotting for MYH6 and GAPDH, as a loading control. **r** Quantification of the western blotting data. *n* = 5 in both groups.

Of the Lionheart-specific-binding protein candidates, we further focused on PURA, because our unbiased RNA pull-down assays demonstrated that PURA interacted with Lionheart with the highest specificity (Fig. 4a). Independent RNA pull-down assays confirmed that Lionheart bound to PURA in heart nuclear extracts (Fig. 4b). RNA immunoprecipitation using heart nuclear proteins and an anti-PURA antibody also demonstrated that PURA bound to Lionheart in the nucleus and the binding was increased after TAC (Fig. 4c, d), whereas pressure overload did not affect the PURA protein levels (Supplementary Fig. 12). To determine if the observed Lionheart upregulation is a left ventricle-specific change in hearts with TAC or not, we evaluated Lionheart levels in right ventricles of the heart after TAC and found that Lionheart upregulation was not observed in right ventricles after TAC (Supplementary Fig. 13a). Western blotting for PURA also demonstrated that PURA levels did not change in right ventricles after TAC (Supplementary Fig. 13b, c). These data indicate that TAC surgery resulted in left ventricle-specific Lionheart upregulation. In addition, we sought to characterize the Lionheart–PURA interaction at the molecular level. It was reported that PURA can bind to purine-rich elements in DNA or RNA^7,18^. Bioinformatic analyses demonstrated that nucleotides (nts) 60–100 of Lionheart are purine-rich and predicted to have the highest binding capacity for PURA (Fig. 4e–h). We constructed several shortened Lionheart transcripts with or without nts 60–100 and carried out RNA pulldown using these transcripts and nuclear extracts from TAC hearts. Our data demonstrate that the nts 60–100 of Lionheart are necessary for binding to PURA (Fig. 4i–k).

Previous reports indicated that PURA negatively regulates *Myh6* transcription by binding to a PNR element in the first intron of the *Myh6* gene^9,10^. Our data demonstrated that PURA bound to Lionheart, and that *Myh6* transcript levels were decreased in the hearts of *Lionheart*-KO mice after TAC surgery compared with controls. Thus, we hypothesized that the absence of interaction between PURA and Lionheart in *Lionheart*-KO hearts may lead to further PURA binding to the PNR element of *Myh6* locus resulting in decreased *Myh6* transcript levels after TAC. To test this hypothesis, we performed ChIP experiments using an anti-PURA antibody and nuclear extracts from the hearts of mice subjected to TAC. We observed that the PNR element was enriched in *Lionheart*-KO hearts compared with control hearts after TAC (Fig. 4l). To demonstrate the direct competitive function of Lionheart in binding between PURA and the PNR element, we performed RNA electrophoretic mobility shift assay (EMSA) and demonstrated that Lionheart bound to PURA with higher affinity than the binding capacity of PURA to the PNR element (Fig. 4m, n). Furthermore, Lionheart overexpression-mediated *Myh6* promoter activity was decreased when the PNR element was deleted in the *Myh6* promoter (Fig. 4o). To determine if *Myh6* is a downstream target of Lionheart, we overexpressed Lionheart in NMCMs and found that Lionheart overexpression resulted in *Myh6* upregulation at the transcript and protein levels (Fig. 4p–r). These data indicate that Lionheart acts in *trans* and regulates MYH6 level by inhibiting PURA binding to the PNR element in the *Myh6* locus.

### Rescue of Lionheart-KO heart phenotype by AAV9-Lionheart

Based on the data above, Lionheart functions in *trans*. However, we could not exclude a possibility that the observed phenotype in *Lionheart*-KO mice resulted from the DNA deletions of *Lionheart* loci in the genome^19,20^. To exclude this possibility and to confirm that the Lionheart transcript is essential, we sought to rescue the phenotype in *Lionheart*-KO heart with Adeno-associated virus 9 (AAV9) harboring *Lionheart*. We injected AAV9-Control or AAV9-*Lionheart* in *Lionheart*-KO mice at P3 and performed TAC surgery at 8 weeks old. At 8 weeks post TAC, we assessed cardiac systolic function by echocardiography (Fig. 5a). Lionheart expression was restored (Fig. 5b) and cardiac systolic function was improved by AAV9-*Lionheart* injection compared with AAV9-Control injection (Fig. 5c). We also evaluated the *Myh6* mRNA and protein levels in the hearts of AAV9-Control-injected mice and AAV9-*Lionheart-*injected mice. Both mRNA and protein levels of *Myh6* were upregulated in hearts of AAV9-*Lionheart* injected mice compared with controls (Fig. 5d–f). These data strongly suggest that the Lionheart transcript regulated MYH6 levels and improved cardiac systolic function after pressure overload in *Lionheart*-KO mice.

**Fig. 5:**
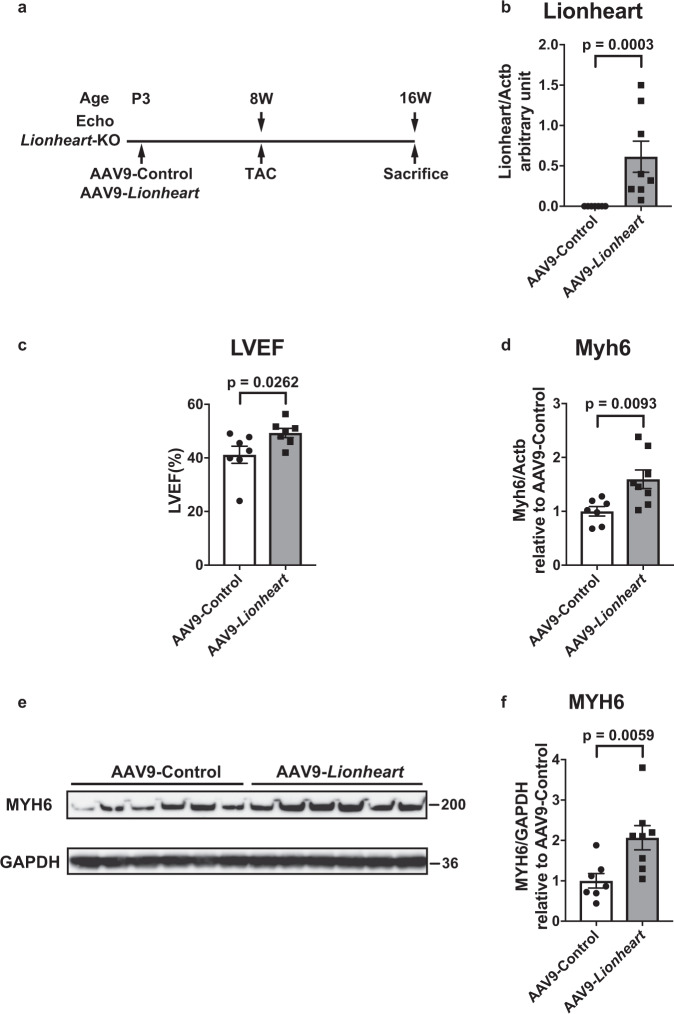
Rescue experiment of the phenotype observed in *Lionheart*-KO mouse hearts using AAV9-*Lionheart*. **a** Assessment of cardiac phenotype in AAV9-injected mice subjected to TAC by echocardiography. **b** Lionheart levels at 16 weeks old. AAV9-Control group: *n* = 7; AAV9-*Lionheart* group: *n* = 8. **c** LVEF in AAV9-Control or AAV9-*Lionheart* injected mouse hearts at 16 weeks old. *n* = 7 in both groups. **d** Myh6 mRNA levels. AAV9-Control group: *n* = 7; AAV9-*Lionheart* group: *n* = 8. **e** Representative images of western blotting for MYH6 and GAPDH, a loading control. **f** Quantification of the western blotting for MYH6. AAV9-Control group: *n* = 7; AAV9-*Lionheart* group: *n* = 8.

### Association study with human heart biopsy specimens

Because LIONHEART was detectable in hiPSCs-derived cardiomyocytes (Fig. 2e) and *Lionheart* knockout in mice resulted in exacerbation of cardiac systolic function following TAC, we hypothesized that hsa-LIONHEART levels in human heart samples may be associated with cardiac systolic function and hemodynamic parameters. To test this hypothesis, we measured the expression levels of LIONHEART in human left ventricular biopsy specimens and evaluated the correlation between the LIONHEART expression levels and ejection fraction (EF), hemodynamic parameters, specimen *NPPB* mRNA levels, and serum BNP levels. Patient characteristics were listed in Supplementary Table 3. The expression of LIONHEART showed a positive correlation with EF and cardiac index (Fig. 6a, b). Conversely, LIONHEART expression negatively correlated with pulmonary capillary wedge pressure, specimen *NPPB* mRNA levels, and serum BNP levels (Fig. 6c–e). These data suggest that reduced LIONHEART levels in human hearts are associated with reduced cardiac systolic function.

**Fig. 6:**
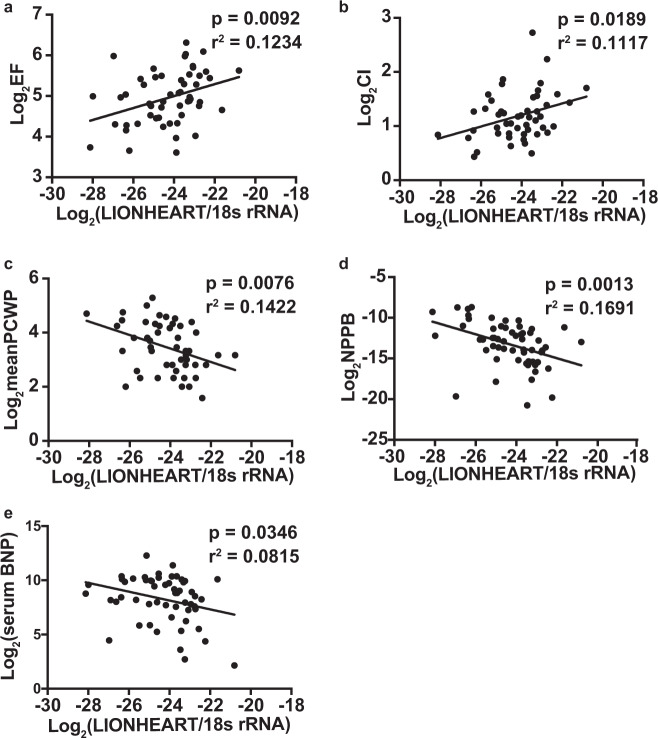
LIONHEART levels in human biopsy specimens and association study between the LIONHEART levels and clinical parameters. **a** Association between human LIONHEART levels in cardiac left ventricular (LV) specimens and LV ejection fraction (EF). *n* = 54; *p* = 0.0092; *r*^2^ = 0.1234. **b** Association between human LIONHEART levels and cardiac index (CI). *n* = 49; *p* = 0.0189; *r*^2^ = 0.1117. **c** Association between human LIONHEART levels and mean pulmonary capillary wedge pressure (PCWP). *n* = 49; *p* = 0.0076; *r*^2^ = 0.1422. **d** Association between human LIONHEART levels and NPPB levels in LV specimens. *n* = 58; *p* = 0.0013; *r*^2^ = 0.1691. **e** Association between human LIONHEART levels and serum NPPB (BNP) levels. *n* = 55; *p* = 0.0346; *r*^2^ = 0.08148.

## Discussion

In the present study, we identified a functionally uncharacterized lincRNA, Lionheart, that is expressed abundantly in striated muscle and is upregulated in the heart during pathological cardiac remodeling. Lionheart expression is driven via its own promoter activated by a transcription factor, SRF. The *Lionheart*-KO mice study revealed that Lionheart is required to prevent the exacerbation of cardiac systolic function with pressure overload. Furthermore, *Myh6* mRNA and protein levels were decreased in these mice compared with controls. Mechanistically, we demonstrated that Lionheart interacted with PURA and this interaction prevented PURA from binding to the PNR element at the *Myh6* locus. Finally, we showed that LIONHEART was detectable in human left ventricle specimens and the LIONHEART levels were positively associated with cardiac systolic function.

High-throughput analyses revealed that many lncRNAs with unknown function are deregulated in cardiac hypertrophy and failure^21^, and several reports demonstrated that lncRNAs act with binding partners and regulate the expression of other cardiac proteins. Focusing on lncRNAs abundantly expressed in cardiomyocytes, four lncRNAs have been reported to be involved in cardiac remodeling in vivo^14–17,22^. These lincRNAs are Mhrt^14^, Chast^15^, Chaer^16^, and CHRF^17^. Mhrt is the first example of lncRNA involved in cardiac remodeling and is protective in pressure-overloaded conditions by antagonization of Brahma-related gene 1 (Brg1), a chromatin-remodeling factor^14^. Chast is an upregulated lncRNA in TAC hearts and is an inducer of cardiac hypertrophy by negatively regulating pleckstrin homology domain-containing protein family M member 1 (*Plekhm1*)^15^. Chaer interacts with the catalytic subunit of polycomb repressor complex 2 and induces greater cardiac hypertrophy after TAC^16^. CHRF was identified as a competing endogenous RNA of miRNA-489, which negatively regulates myeloid differentiation primary response gene 88 (Myd88)^17^. Because MYD88 induces cardiac hypertrophy, CHRF regulates cardiac remodeling. In addition to these four lncRNAs, our study demonstrated that Lionheart also regulates cardiac remodeling through the regulation of MYH6 expression. Considering these findings, human diseases are caused by extremely complex machineries consisting of proteins, microRNAs, and lncRNAs.

To assess if *Lionheart* knockout in mice leads to deregulation of miRNAs and other lncRNAs, we carried out microarray analysis and demonstrated that several pri-miRNAs and lncRNAs are deregulated in *Lionheart*-KO mouse hearts (Supplementary Fig. 10a, b). Among the upregulated miRNAs, it is reported that long-term miRNA-669a overexpression with AAV9 ameliorates cardiac systolic dysfunction in a dystrophic mouse model^23^. Thus, we are speculating that the miRNA-669a upregulation in *Lionheart*-KO mouse hearts is a compensatory machinery against cardiac systolic dysfunction observed in *Lionheart*-KO mice with pressure overload. Among the deregulated 7 lncRNAs, a paper showed that Snora75, a noncoding small nucleolar RNA, is negatively regulated by miRNA-24 which is enriched in platelet-derived microparticles (PMPs). While the PMPs treatment led to tumor cell apoptosis resulting in inhibition of cancer cell growth in vivo and in vitro^24^, the functions of Snora75 remain to be clarified and further investigations are needed.

Many lncRNAs are presumed to regulate the expression of either their flanking genes in *cis* or distant genes in *trans*. To examine whether Lionheart acts in *cis*, we assessed the expression changes of neighboring genes, *Sestd1* and *Zfp385b*, in *Lionheart*-KO mice. Although there was no difference in *Sestd1* mRNA expression, *Zfp385b* mRNA expression tended to be reduced in *Lionheart*-KO mouse hearts both at baseline and after TAC compared with controls (Supplementary Fig. 9). Because the functions of ZFP385b, a zinc finger protein family member, have not been explored, ZFP385b might be contributory to the phenotype observed in *Lionheart*-KO mice. However, the reduction of Zfp385b in *Lionheart*-KO mice was very modest compared with the reduction of *Myh6* in *Lionheart*-KO mice. Another possibility for Lionheart function was that the act of transcription per se through the *Lionheart* locus could be crucial in the phenotype of *Lionheart*-KO mice because our loss-of-function strategy in vivo was *Lionheart* locus deletion by which the DNA element was removed completely from the genome^19,20^. Thus, the transcription of *Lionheart* locus was eliminated in *Lionheart*-KO mice. However, this possibility was also excluded by rescue experiments with AAV9-*Lionheart*. Because Lionheart transcripts derived from independent transgenes rescued the phenotype of *Lionheart*-KO mice, we concluded that Lionheart acts bona fide in *trans*.

Our data obtained from experiments using hiPSCs-derived CMs (Fig. 2e) and human ventricular biopsy specimens demonstrated that LIONHEART is detectable in human hearts and that Lionheart transcripts seem to have beneficial roles in cardiac systolic function (Fig. 6). The molecular function of human LIONHEART might be different from mouse Lionheart because Myh6 mRNA has been detected at about 30% of the total Myh transcripts and MYH6 protein is ~10% of the total MYH protein in the adult human heart. The dominant type of MYH in human hearts is MYH7^5^. Conversely, MYH6 was detected at more than 90% in young adult rodents. Considering these, deciphering the molecular function of human LIONHEART might be required to examine whether gain-of-function of LIONHEART is beneficial in human heart failure with reduced ejection fraction.

In this report, we identified a lincRNA that is involved in cardiac remodeling induced by pressure overload. To the best of our knowledge, Lionheart is the first example of a lincRNA that regulates *Myh6* expression. Given that noncoding DNA in the genome has expanded during evolution and these regions yield a lot of lincRNAs, these transcripts seem to constitute complex machineries in heart physiology and the pathophysiology of cardiovascular disease in humans. Uncovering the in vivo function of each lincRNA precisely may lead to novel potential therapies for human cardiovascular diseases.

## Methods

### Mice

C57BL/6J mice were purchased from Charles River Laboratory. Pregnant C57BL/6J mice and neonatal C57BL/6J mice were also purchased from Charles River Laboratory. Specific-pathogen-free animals were maintained in the animal laboratories of Kyoto University Graduate School of Medicine, and the Kyoto University Ethics Review Board approved this investigation. Twelve-week-old male mice were treated with TAC, as described previously^25,26^ for the screening of lincRNA deregulated during cardiac remodeling. Any mice that experienced complications from surgery were excluded. Phenylephrine and isoproterenol-induced cardiac hypertrophy was described previously^26^. All analyses were performed in a uniform and unbiased fashion. The generation of *Lionheart*-KO mice is described in Supplementary Methods.

### Generation of *Lionheart* knockout mice

*Lionheart* knockout mice were generated based on the previous report^27^ in which C57BL/6J mouse embryonic stem (ES) cells and homologous recombination system were used. The targeting vector was constructed by modifying bacterial artificial chromosome RP using defective prophage λ-Red recombination system. As a selection marker, neomycin resistance cassette flanked by loxP sites (loxP-PGK-gb2-neo-loxP cassette: Gene Bridges) was inserted at the *Lionheart* locus. The targeting vector was electroporated into C57BL/6J mouse ES cells. Homologous recombination was confirmed by Southern blotting as shown in Supplementary Fig. 6b. Appropriately recombined ES cells were injected into blastcysts from BALB/c strain mice supplied by Unitech Inc, and the blastcytes were implanted into the uterus of ICR strain female mice to obtain the chimeric mice. The neomycin resistance cassette was removed in the mouse germ line by breeding the heterozygous mice with knocked-in *Ayu-1 Cre* recombinase expressed in ubiquitous tissues, including the germ line. Descendant *Lionheart* heterozygous mice without the *Ayu-1 Cre* allele were crossed with each other to generate *Lionheart*-deficient mice. All experiments were carried out in C57BL/6J background mice, and WT littermates were used as a control.

### Preparations of mouse organs

Mice were euthanized at the indicated weeks after TAC or sham operation, and the hearts were excised. The hearts were washed immediately by cold phosphate-buffered saline (PBS), and weighted. Cut hearts were frozen with liquid nitrogen by snap frozen, and saved at −80 °C until RNA extraction. Normal organs were excised from 12-week-old male mice, and stored in the same manner.

### Primary neonatal mouse ventricular cardiomyocytes culture

Primary neonatal mouse ventricular cardiomyocytes were isolated as previously described with some modification^28^. Briefly, hearts from ~40 neonatal C57BL/6J mice were excised, minced, and enzymatically digested in buffer containing pancreatin (Sigma), and collagenase type II (Life Technologies) for 30 min six times. Cells were washed by centrifugation in a 3:1 mixture of DMEM and Medium 199 (Life Technologies) supplemented with 10% horse serum and 10% fetal bovine serum, and collected. Neonatal cardiomyocytes and non-cardiomyocytes were separated by differential plating for 40 min, and cardiomyocytes were mixed in 10 ml of culture medium. After the measurement of cell concentration, cardiomyocytes were expanded in culture medium (300,000/ml), and 5-bromo-2′-deoxyuridine (final concentration: 0.1 mM, Sigma-Aldrich) was added to prevent the proliferation of non-cardiomyocytes. Cells were plated in Primaria^TM^ 6-well plates (Becton Dickinson), and cultured in a 5% CO_2_ incubator at 37 °C. Twenty-four hours later, cardiomyocytes were washed by serum free medium twice, and stimulated with angiotensin II or phenylephrine at indicated concentrations.

### Separation of neonatal cardiac myocytes and fibroblasts

Neonatal mouse cardiac myocytes and cardiac fibroblasts were separated using fluorescent-activated cell sorting (FACS) as previously described^29^. Neonatal rat cardiac myocytes and cardiac fibroblasts were separated as previously described^26,29^.

### Human iPSCs and iPSCs-derived cardiac myocytes

Human iPSCs and human iPSCs-derived cardiac myocytes were obtained as previously described^30^. At 21 days after induction of cardiac myocytes, iPSCs-derived cardiac myocytes were sorted with GFP using fluorescence-activated cell sorting. Total RNAs in those cells were isolated as described below.

### Left ventricular myocardial biopsy

We increased the number of myocardial biopsy cohort that is examined in previous report^26,31^, and the number reached 58 patients. All patients provided written informed consent for the procedure and gene expression analyses. The Ethics Committees of Osaka Red Cross Hospital and Kyoto University Hospital approved the study protocol. The ejection fraction was calculated by left ventriculography. The hemodynamic parameters were collected by Swan-Ganz catheterization. When there was missing data in echocardiography or hemodynamic parameters, the patient was omitted from the analysis in Fig. 6. Total RNA extraction from the specimens was performed using 1 mL of TRIzol^®^ reagent (Invitrogen). Patient characteristics were listed in Supplementary Table 3.

### RNA extraction

To extract total RNA, the organs were homogenized in 1 mL of TRIzol^®^ reagent (Invitrogen) using homogenizer, and the total RNA was extracted in accordance with the manufacture’s protocol. Total RNA extracted from cells was also isolated using 1 mL of TRIzol^®^ reagent (Invitrogen). The quantity and quality of total RNA were determined using Nanodrop (Thermo Scientific).

### Microarray analysis

To screening of deregulated lincRNAs, each 500 ng of total RNA extracted from 4 to 6 mice were mixed, and analyzed by microarray analysis (SurePrint G3 Mouse GE 8x60K, Agilent Technologies). Analysis of microarray data was carried out by the GeneSpring GX11 software (Agilent Technologies). 

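Beside the scanner output, the authors deposited a table of signals of the same arrays. Each of its columns equals the processed signal of the array times a constant, which was 4.26 for sham and 4.35 for TAC at 2 weeks, and 4.00 for sham and 3.52 for TAC at 8 weeks. How these constants were chosen is not stated in the paper's text. With these values, 39 lincRNA probes were up at both times. The array holds 399 probes with 10 spots each, which show the noise of measurement within an array. The SD of a log2 signal between spots was 0.13 where the probe was well above background and 0.43 where it was not. Of pairs of spots of the same probe, 0.283% differed over 2-fold in the former case and 11.6% in the latter. All lincRNA probes have fewer than 10 spots. This noise does not include differences between mice or between hybridizations.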

The data were deposited in GEO repository and the GEO accession number is GSE153814.

To assess the global expression changes of previously identified lncRNAs in *Lionheart*-KO mouse hearts after TAC surgery, each 3 μg of total RNA extracted from six control mice and each 2 μg of total RNA from 12 *Lionheart*-KO mice were mixed and analyzed by microarray analysis (GeneChip Mouse Gene 2.0 ST Array, Affymetrix). The RNA quality was evaluated with Agilent 2100 Bioanalyzer (Agilent Technologies, Inc). For the microarray analysis, sense-strand DNA targets were generated using GeneChip WT PLUS Reagent Kit (Thermo Fisher Scientific). Briefly, reverse transcription reaction was performed using a primer containing T7 promoter and thermal cycler (Veriti 200, Life Technologies), and cDNA was synthesized from 100 ng of total RNA. Antisense cRNA was synthesized from the obtained cDNA by in vitro transcription reaction with T7 RNA polymerase. After amplification and purification, sense cDNA was synthesized from 15 μg of cRNA using random primers and the cDNA was purified with RNase H. Using Uracil-DNA glycosylase, 5.5 μg of cDNA was fragmented and then biotinylated. Biotinylated cDNA was injected into GeneChip Mouse Gene 2.0 ST Array (Affymetrix) and hybridized with probe using a GeneChip hybridization instrument (Hybridization Oven 645, Affymetrix). After hybridization, the array was washed and stained with phycoerythrin by GeneChip Hybridization, Wash, and Stain Kit and Fluidics Station 450 (Affymetrix). The fluorescent signal was scanned with Scanner 3000 7G (Affymetrix) and the result was obtained by GeneChip Command Console. Analysis of microarray data was carried out by Affymetrix Transcript Analysis Console software (Affymetrix) and scatter plots were created using R ver. 3.5.3 (R Foundation for Statistical Computing).

### Quantitative reverse transcription-PCR (qRT-PCR)

Total RNA was reverse transcribed by oligo-dT primers or blend primer of random hexamers and oligo-dT 3:1 (volume/volume) in accordance with the manufacture’s protocol (Transcriptor First Strand cDNA Synthesis Kit, Roche), and the cDNA was analyzed by qRT-PCR. Amplification by FastStart Universal SYBR Green Master (Roche) or THUNDERBIRD^®^ SYBR qPCR Mix (TOYOBO Life Science) of each sample was duplicated, and the qReal-Time PCR was run for 40 cycles using 7900HT Fast Real-Time PCR System (Applied Biosystems). To design the upregulated lincRNA specific primers, we affirmed the regions of each lincRNAs in chromosomes and probe sequences (60 nucleotides) of microarray. Several hundred nucleotides containing the probe sequences were inserted the Primer3 (http://primer3.wi.mit.edu), which is a widely used program for designing PCR primers, and we designed the primers for each lincRNAs. Specificity was confirmed by the dissociation curves in qRT-PCR results. Expressions of lincRNAs and messenger RNAs (mRNAs) were normalized by the housekeeping gene *Actb* or *18s ribosomal RNA* (*18s rRNA*), and calculated by the 2^−ΔΔCt^ method. Primer sequences used in qRT-PCR are follows. mmu-Lionheart: 5′-GAGGCGAGAAGTGCTTGTAGGA-3′ (Forward), 5′-AAGAACTTCTGCTCGGAGGACC-3′ (Reverse); rno-Lionheart: 5′-CTGGGAGAGGCAAGAAGTGTTT-3′ (Forward), 5′-GAGGAGCCAGTTGAACTCAGAG-3′ (Reverse); hsa-LIONHEART: 5′-AAGAGGTGAGAAGCTGCTTGAA-3′ (Forward), 5′-CCAGTTGAATACCGAGAATGGT-3′ (Reverse); mmu-Myh6: 5′-TCCGAAAGTCAGAGAAGGAACG-3′ (Forward), 5′-ACACGACCTTGGCCTTAACATA-3′ (Reverse); mmu-Myh7: 5′-ATTCTCCTGCTGTTTCCTTACTTG-3′ (Forward), 5′-TTGGATTCTCAAACGTGTCTAGTG-3′ (Reverse); mmu-Sestd1: 5′-TGTGTCATTCTCCCATCAGCGT-3′ (Forward), 5′-ACACTGAAGTCATCTCCACGGG-3′ (Reverse); mmu-Zfp385b: 5′-GGAGGCTCACAACACAGGATCT-3′ (Forward), 5′-GTAGTCCTGAGCCCTTACTGCC-3′ (Reverse); mmu-Nppb: 5′-GCCAGTCTCCAGAGCAATTCA-3′ (Forward), 5′-TGTTCTTTTGTGAGGCCTTGG-3′ (Reverse); mmu-Col1a1: 5′-GCCAAGAAGACATCCCTGAAG-3′ (Forward), 5′-TCATTGCATTGCACGTCATC-3′ (Reverse); mmu-Actb: 5′-AGATTACTGCTCTGGCTCCTA-3′ (Forward), 5′-CAAAGAAAGGGTGTAAAACG-3′ (Reverse). mmu-Acta2: 5′-CACCGCAAATGCTTCTAAGT-3′ (Forward), 5′-GGCAGGAATGATTTGGAAAGG-3′ (Reverse); hsa-ACTB: 5′-AGGCACTCTTCCAGCCTTCC-3′ (Forward), 5′-GCACTGTGTTGGCGTACAGG-3′ (Reverse); mmu-*Mhrt*: 5′-GAGCATTTGGGGATGGTATAC-3′ (Forward), 5′-TCTGCTTCATTGCCTCTGTTT-3′ (Reverse); mmu-Chast: 5′-CCACTGACCCTCATCCTTGT-3′ (Forward), 5′-CCCAGAAAGTGCCTCCTTTGT-3′ (Reverse); mmu-Chaer: 5′-TCCAATGAGGGAAGCGAAGC-3′ (Forward), 5′-GTCCGATGCCAGTTCCAGTT-3′ (Reverse); mmu-CHRF: 5′-CAACTTTACCCATCTCTTCTC-3′ (Forward), 5′-CTGAATTACTTCAGAGGAAAG-3′ (Reverse).

### Cloning of Lionheart

To identify the transcription starts site (TSS) and the polyA sites of Lionheart, we carried out the 5′RNA ligase mediated rapid amplification of cDNA ends (5′RLM-RACE) and 3′RACE using the First Choice^®^ RLM-RACE kit (Ambion) in accordance with manufacturer’s instructions. PCR products were cloned into pCR2.1-TOPO using TOPO^®^ TA^®^ cloning kit (Invitrogen), and sequenced. The longest Lionheart transcripts was cloned. Primer sequences for cloning are 5′-AAAGTAGGACAAGTAACTGAAGC-3′ (Forward) and 5′-GAGTTTTAGATTTTTATTTAAGGG-3′ (Reverse).

### In vitro translation assay

TNT^®^ Quick Coupled Transcription/Translation System (Promega) and Transcend^TM^ Non-Radioactive Translation Detection Systems (Promega) were used in accordance with the manufacture’s protocol. The product was resolved directly on an SDS-PAGE gel, transferred to a nitrocellulose membrane, and detected by chemiluminescent reaction.

### Isolation of cytoplasmic and nuclear RNAs from mouse heart

To extract the cytoplasmic and nuclear RNA from adult mouse heart, we used Cytoplasmic and Nuclear RNA Purification Kit (NORGEN Biotek Corporation)^14^. The normal hearts were excised from C57BL/6J mice at 10 weeks of age.

### Plasmids

For promoter assay, we used pGL3-Enhancer vector (Promega). Indicated promoters were cloned from genome obtained from normal mouse heart, and the sequences were inserted into the upstream of luciferase in pGL3-Enhancer vector. For mutagenesis of the promoters, we used QuikChange Site-Directed Mutagenesis kit (Agilent Technologies) in accordance with the manufacture’s protocol. pRL-TK™ Renilla reniformis luciferase plasmid (Promega) was used as the transfection efficiency control^32^.

### Lentivirus production and DNA transduction

Lentiviral stocks were produced in 293T cells in accordance with the manufacturer’s instructions (Invitrogen), as described previously. In brief, virus-containing medium was collected for 48 h after transfection and filtered through a 0.45-µm filter. One round of lentiviral infection was performed by replacing the medium with virus-containing medium that contained 8 µg/mL polybrene, followed by centrifugation at 1220 × *g* for 30 min.

### Dual-luciferase assay

Reporter vectors were transfected into 293T cells or NMCMs using *Trans*IT^®^-LT1 reagent (Mirus Bio LLC). After 2 days incubation, both luciferase activities were measured using a dual-luciferase reporter assay system (Toyo Ink) as previously described^29,32^.

### Echocardiography

We used Vevo^®^ 2100 (VISUALSONICS) at the indicated time points for assessment of cardiac function^29^. Mice were kept under inhalation anesthesia with isoflurane, and the heart rates were kept at 480–500 beats/min.

### Measurement of blood pressure

Control mice and *Lionheart*-KO mice at 8 weeks after TAC surgery were used for blood pressure (BP) measurement. The mouse was stayed in a mouse-holder (BP98-NTMm, Softron) without anesthesia and prewarmed at 37 °C (THC-31, Softron) for at least 2 min. The systolic, mean, and diastolic BP were measured by a programmable sphygmomanometer (BP-98A, Softron) using the indirect tail-cuff method. Blood pressure was measured 7–11 times in each mouse and the averages were used for the analysis.

### WGA staining and the quantification

Paraffin-embedded ventricular short-axis sections were stained with FITC-conjugated lectin (Sigma, L4895). Images were captured using BZ-9000 (Keyence). Cardiomyocyte cross-sectional area measurement was performed using ImageJ64 software (NIH). Approximately 150–200 cells were measured per heart at ×400 magnification, and averages were used for the analysis.

### Western blotting analysis

Western blotting was performed as previously described^29^. A total of 30 μg protein was fractionated using NuPAGE™ 4–12% Bis-Tris (Invitrogen) gels and transferred to a Protran™ nitrocellulose transfer membrane (Whatman). The following primary antibodies were used: anti-glyceraldehyde-3-phosphate dehydrogenase (GAPDH) (Cell Signaling, 14C10), 1:3000; anti-heavy chain cardiac myosin (Abcam, BA-G5, ab50967) for MYH6, 1:1000; monoclonal anti-Myosin (Skeletal, Slow) for MYH7 (Sigma-Aldrich, M8421), 1:1000. For captured proteins by RNA pulldown or RNA immunoprecipitation, anti-PURA (Santa Cruz, 80-L, sc-130397) and anti-CSRP3 (Abcam, ab173301) were used. Anti-rabbit IgG (GE Healthcare) or anti-mouse IgG (GE Healthcare) were used as secondary antibodies each at a dilution of 1:2000. After final wash in 0.05% T-PBS (1× PBS and 0.05% Tween-20), the immune complexes were detected using the Pierce™ ECL or ECL Plus Western Blotting Substrate. Immunoblots were detected using LAS-3000 (Fujifilm). For quantification of western blotting, densitometric analyses were performed using ImageJ64 software (NIH). All uncropped images are shown in Supplementary Figs. 14 and15.

### Transmission electron microscopy

Left ventricular hearts were cut into 1-mm cubes after perfusion fixation and were immediately post-fixed in a mixture of 4% paraformaldehyde and 2% glutaraldehyde overnight at 4 °C. The specimens were further fixed by immersing in 1% osmium tetroxide. The specimens were then dehydrated with a graded series of ethanol and embedded in epoxy resin. Ultrathin sections were cut with an ultramicrotome and double-stained with uranyl acetate and lead citrate and then examined by transmission electron microscopy (H-7650, Hitachi). Cardiomyocytes containing the correct orientation of Z-lines were imaged for mitochondria. Mitochondria size was measured using ImageJ64 (NIH). Average sizes were used for the analysis.

### Preparation of biotin-labeled RNAs

To obtain the biotin-labeled full-length or truncated Lionheart, we used CUGA^®^ 7 in vitro Transcription kit (NIPPON GENE). When the biotin-labeled RNAs were synthesized, biotin-16-UTP (Sigma-Aldrich) was added, as the ratio of biotin-16-UTP to usual UTP was 3:2. The PCR product containing T7 promoter was employed as the template. The quantity and the quality of the synthesized RNAs were confirmed by NanoDrop™ 2000 spectrophotometer (Thermo Fisher Scientific) and Agilent 2100 bioanalyzer (Agilent Technologies). The RNAs were saved at −80 °C until use. To identify the Lionheart-specific-binding proteins, we used the biotin-labeled Lionheart antisense (AS) as the control.

### RNA pull-down assay

Approximately 60 mg of TAC heart was used for each biotin-labeled RNAs. The stocked 10× hypotonic lysis buffer (100 mM HEPES pH 7.9, 15 mM MgCl_2_, 100 mM KCl) was diluted in RNase DNase free water and supplemented with the protease inhibitor cocktail (cOmplete™ Mini Protease Inhibitor Cocktail, Roche), RNase inhibitor (TOYOBO), phenylmethylsulfonyl fluoride (PMSF, Roche, final concentration: 1 mM), and Dithiothreitol (DTT, final concentration: 1 mM) just before use. The hypertrophied heart was homogenized in 1 ml of the 1× hypotonic lysis buffer using a dounce homogenizer, and the suspension was centrifuged by 10,500 × *g* for 20 min at 4 °C. The supernatant was transferred to the new tube and frozen in liquid nitrogen as the cytoplasmic extract. The pellet was resuspended in 1 ml RIP buffer (150 mM KCl, 25 mM Tris-HCl pH 7.4, 0.5% NP40). The protease inhibitor cocktail, RNase inhibitor, PMSF (final concentration: 1 mM), and DTT (final concentration: 0.5 mM) were supplemented just before use. The resuspended pellet was sonicated by Bioruptor^®^ (Cosmo Bio) in high setting for 45 min (30-s on, 30-s off), and centrifuged at 15,300 × *g* for 10 min. The supernatant was transferred to the new tube, and frozen in liquid nitrogen as the nuclear extract. The supernatant was saved at −80 °C until use. Dynabeads^®^ M-280 streptavidin (Thermo Fisher Scientific) was prepared for RNA pull-down assay in accordance with the manufacture’s protocol, and the beads were washed three times by RIP-IB buffer (20 mM Tris pH 7.5, 1 mM EDTA, 150 mM NaCl, 0.1% NP40, 5% Glycerol). The protease inhibitor cocktail, RNase inhibitor, and DTT (final concentration: 0.5 mM) were supplemented to RIP-IB buffer just before use.

To allow for proper folding of the biotin-labeled RNAs, 100 pmol of RNA was added into 100 μl of RNA structure IB buffer (10 mM Tris pH 7.0, 0.1 M KCl, 10 mM MgCl_2_), heated to 90 °C, and cooled down to 4 °C. The RNA was mixed with streptavidin magnetic beads in 300 μl of RIP-IB buffer supplemented with protease inhibitor cocktail, RNase inhibitor, and DTT. Then, the mixture of RNA and beads was rotated for 30 min at RT, and for 30 min at 4 °C.

To reduce the nonspecific binding of nuclear proteins to beads, the nuclear extract was precleared by incubation with washed magnetic beads for 1 h at 4 °C with rotation. The beads binding with RNA were washed by 400 μl of RIP-IB buffer supplemented with protease inhibitor cocktail, RNase inhibitor, and DTT. Then, the precleaned extract was mixed with the beads, and incubated with rotation for at least 4 h at 4 °C. After the incubation, the beads were washed by 600 μl of RIP buffer supplemented with protease inhibitor cocktail, RNase inhibitor, and DTT. The captured protein was obtained from the beads by boiling in SDS buffer.

### Mass spectrometry

To identify the unbiased Lionheart-binding protein, all Lionheart-binding proteins were identified by mass spectrometry. Technically, the Lionheart-binding nuclear or cytoplasmic proteins were shortly electrophoresed into SDS-polyacrylamide gel, stained with Coomassie Brilliant Blue (CBB Stain One, Nacalai Tesque), and the area from the well-bottom to the dye-front was excised out for the collection of the proteins. Similarly, the biotin-labeled Lionheart AS-binding nuclear or cytosolic proteins were collected as the controls. The proteins in-gel pieces were digested and recovered using In-gel Tryptic Digestion Kit for Mass Spectrometry (Thermo Fisher Scientific) according with the manufacturer’s instruction. The recovered peptides were resuspended in 0.1% formic acid and separated using nano-flow liquid chromatography (Nano-LC-Ultra 2Dplus System, Eksigent, Dublin, CA), which was used in a trap and elute mode with trap column (200 μm × 0.5 mm ChromXP C18-CL 3 μm 120 Å, Eksigent) and analytical column (75 μm × 15 cm ChromXP C18-CL 3 μm 120 Å, Eksigent). The separation was carried out using a binary gradient with solvent A (0.1% formic acid) and B (0.1% formic acid, 80% acetonitrile). The gradient program used was as follows: 2–40% B in 125 min, 40–90% B in 1 min, 90% B for 5 min, 90–2% B in 0.1 min, 2% B for 18.9 min, at 300 nL/min. The eluates from nano-LC were directly infused to the mass spectrometer (TripleTOF 5600+ system, SCIEX, Framingham, MA). The datasets were acquired with the information-dependent acquisition method. The identification of peptides/proteins was carried out using ProteinPilot software version 4.5beta (SCIEX) with UniProtKB/Swiss-Prot database (Mus musculus, June 2014) appended with known contaminant database (SCIEX). The relative abundances of the identified proteins were estimated through label-free quantification using Progenesis QI for Poteomics software (Nonlinear Dynamics). The relative abundance of each protein was calculated by the grouping of non-conflicting peptides and the results for proteins identified by at least two distinct peptides having at least 95% confidence were used. The proteins which were enriched in the Lionheart-S-binding proteins compared with the AS-binding proteins (more than 1.5-fold) were considered as the Lionheart-specific-binding proteins, and analyzed by DAVID Bioinformatics Resources 6.8 (https://david.ncifcrf.gov/home.jsp).

### RNA immunoprecipitation (RIP)

RIP assay was based on the previous report^16^. One hundred forty microliters of formaldehyde (FA) was added to 4.85 ml of PBS, and the FA solution was transferred to a glass dish on ice. For cross-linking, heart tissue was minced in the FA solution by scissors and incubated at room temperature for 15 min with rotation. The minced tissue was transferred to a new tube, and the tube was centrifuged by 1250 × *g* for 3 min at 4 °C. We discard the supernatant and added 5 ml of 0.125 mol/L of glycine solution. After centrifugation by 1250 × *g* for 3 min at 4 °C, the tissue was washed twice by cold PBS supplemented by PMSF. Finally, the cross-linked heart tissue was centrifuged by 800 × *g* for 10 min at 4 °C. The supernatant was discarded and the cross-linked heart tissue was saved at −80 °C until use.

The stocked 10× hypotonic lysis buffer was diluted in RNase DNase free water, and protease inhibitor cocktail, RNase inhibitor (TOYOBO), DTT (final concentration: 1 mM), and NP40 (final concentration: 0.5%) were supplemented just before use. The heart tissue was homogenized in the 1× hypotonic lysis buffer using a dounce homogenizer, and the solution was centrifuged by 10,500 × *g* for 20 min at 4 °C. The supernatant was transferred to the new tube and frozen in liquid nitrogen as the cytoplasmic extract. The nuclear protein complex was obtained by the same manner as RNA pull-down assay described above. The nuclear extract was aliquoted and the antibody for the RNA-binding protein or control Ig was added. The mixtures were incubated for more than 6 h at 4 °C with rotation. Small amount of nuclear extract was saved as the input sample.

Based on the manufacture’s protocol, Dynabeads protein G (Thermo Fisher Scientific) was washed and the mixture of antibody and the nuclear extract was added to the beads. The mixture of beads, antibody, and the nuclear extract was incubated for 1 h at 4 °C with rotation. After incubation, the supernatant was removed, and the beads was washed by RIP buffer three times supplemented with the protease inhibitor cocktail, RNase inhibitor, PMSF, and DTT just before use. The beads were divided for subsequent applications.

Before RNA extraction, the beads were treated with proteinase K for 1 h at 65 °C followed by the treatment of DNase for 15 min at room temperature. To extract the RNA, we used 1 mL of TRIzol^®^ reagent (Invitrogen). Using the isolated RNA, we generated cDNA as described above, and determined the contained transcripts levels by qRT-PCR. When protein extraction, the beads were treated with DNase, RNase H (New England BioLabs), and RNase A (Sigma-Aldrich) for 30 min at 37 °C. The captured protein was obtained from the beads by boiling in SDS buffer, and analyzed by western blotting.

### Chromatin immunoprecipitation (ChIP)

Cross-linked nuclear protein–DNA complexes from TAC or sham operated mouse heart were extracted as described in the methods of RIP section. For ChIP, anti-PURA antibody (Santa Cruz, 80-L, sc-130397) was used. The nuclear complexes were mixed with the antibodies with rotation at 4 °C for at least 6 h. Tenth part of the complexes was saved as the input at −80 °C until use. The mixture of antibody and the cross-linked nuclear extract was added to the washed Dynabeads protein G and incubated for 1 h at 4 °C. The beads were washed four times by RIP buffer in which the protease inhibitor cocktail, PMSF, and DTT were added just before use. After that, the beads were treated with RNase H, and RNase A for 30 min at 37 °C twice followed by the treatment with Proteinase K (Sigma-Aldrich) for 1 h at 65 °C. To elute the DNA, the solution containing the beads treated with RNase H, RNase A, and Proteinase K was treated with TE saturated phenol, incubated at room temperature for 30 min with rotation, and centrifuged at 10,000 × *g* for 5 min. Upper layer was transferred to new tube, and the DNA was precipitated by isopropanol. Quantification of PNR element in *Myh6* first intron was performed using 7900HT Fast Real-Time PCR System (Applied Biosystems). Primer sequences are 5′-CCAACCCAGGTAAGAGGGAGTTTC-3′ (Forward) and 5′-AACTTCCCAGGCTGGTGGAAGG-3′ (Reverse).

### RNA electrophoretic mobility shift assay (EMSA)

Single-strand PNR probe with 5′ biotin-label was designed and purchased (Thermo Fisher Scientific). To obtain purified PURA protein, PURA was cloned into a CMV-driven expression vector with His-tag. After transfection into 293T cells using standard PEI (Polysciences)-mediated transfection method, extracted proteins were purified using MagZ protein purification system (Promega). To obtain full-length Lionheart, we used RiboMAX Large Scale RNA Production Systems (Promega). RNA EMSA was performed by using the LightShift Chemiluminescent RNA EMSA Kit (Thermo Fisher Scientific) according to the manufacturer’s instructions. The analytical binding reaction was carried out in a total volume of 20 μl containing 10 fmol of the labeled DNA probe, 150 pmol of PURA protein, 0.05% NP40, and 1 μg of poly(dI-dC) as nonspecific competitor. Lionheart RNA or unlabeled probe at indicated concentrations were used for competition experiments. After incubation at room temperature for 20 min, the reaction mixtures were loaded onto 6% DNA Retardation Gels (Thermo Fisher Scientific), transferred to Biodyne B Nylon Membranes (Thermo Fisher Scientific). The membrane was then cross-linked by exposure to UV (120 mJ/cm^2^). After blocking the membrane, the biotin-labeled probes were detected using Amersham Imager 680 (GE Healthcare Life Sciences). For quantification of the acquired images, densitometric analyses were performed using ImageJ64 software (NIH) and GraphPad Prism 7 statistical packages. The software facilitates the fitting nonlinear regression model.

### Generation of AAV9 vector and the injection

AAV vector was generated using AAV-2 Helper-Free System in accordance with the manufacturer’s protocol (Cell Biolabs). Plasmid of AAV capsid serotype 9 was obtained from Penn Vector Core at University of Pennsylvania. We used pAAV-MCS as control. AAV-293 cells (Agilent Technologies) were transfected with pAAV-MCS or pAAV-*Lionheart*, pHelper, and pAAV-RC9 vector plasmids using standard PEI (Polysciences)-mediated transfection method. Seventy-two hours after transfection, cells were collected and suspended in buffer solution containing 124 mM NaCl, 3 mM KCl, 26 mM NaHCO_3_, 2 mM CaCl_2_, 1 mM MgSO_4_, 1.25 mM KH_2_PO_4_, and 10 mM D-Glucose. Following four freeze-thaw cycles, the cell lysates were treated with Benzonase nuclease (Milliore) at 45 °C for 15 min, then centrifuged twice at 16,000 × *g* for 10 min at 4 °C. The supernatant was used as the virus-containing solution. Quantitative real-time PCR was performed to measure the titer of the purified virus^33^. Virus aliquots were then stored at −80 °C until used for the experiment.

At postnatal day 3 (P3), *Lionheart*-KO mice were injected with AAV9-Control or AAV9-*Lionheart* at a dose of 5 × 10^10^ virus genomes per animal by intraperitoneal injection. At the age of 8 weeks old, male mice underwent TAC surgeries. Animals were analyzed at 8 weeks after TAC operation.

### Bioinformatic analysis

To predict secondary structure of Lionheart, RNAfold (http://rna.tbi.univie.ac.at/cgi-bin/RNAWebSuite/RNAfold.cgi) was used. ChIP-seq data using SRF antibody was obtained from Active Motif website (http://www.activemotif.com/catalog/details/61385/srf-antibody-mab-clone-2c5). GO analysis for identified Lionheart-specific binding proteins was performed by DAVID bioinformatic resources 6.8 (https://david.ncifcrf.gov/home.jsp). Accessibilities in Lionheart were computed using ParasoR^34^ with the Turner energy model of Vienna RNA Package 2.0. Local purine densities of Lionheart were computed for all sequence windows of 21 nucleotides. Then, they were converted to quantile values so that they fit in the range of 0–1. Interaction between Lionheart and PURA was analyzed by *cat*RAPID (http://s.tartaglialab.com/page/catrapid_group).

### Statistics and reproducibility

In vivo experiments, measurements were taken from distinct samples and sample numbers indicate biologically independent animal numbers. Sample sizes were determined by power calculations based on effect sizes previously reported in the literature. In all studies including in vivo and in vitro studies, data were obtained from at least three biological replicates. For quantification of western blotting, densitometric analyses were performed using ImageJ64 software (NIH). All uncropped blot images are shown in Supplementary Figs. 14, 15. Error bars are defined as SEM (standard error of the mean). For statistical comparisons, Mann–Whitney test (2 groups) and one-way ANOVA (*n* groups) with Bonferroni’s post hoc test were used as appropriate. For calculations of *p*-value with Mann–Whitney test, two-tailed test was used. To compare echocardiography assessment observed overtime, two-way ANOVA with Bonferroni’s post hoc test was used. For association studies with human heart biopsy specimens, linear regression was used. The *p*-value < 0.05 was considered to indicate statistical significance. Statistical analyses were performed using GraphPad Prism 7 statistical packages. *p < 0.05; **p < 0.01; ***p < 0.001; ^###^*p* < 0.001.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Data 1

Description of Additional Supplementary Files

Reporting Summary

Peer Review File

Supplementary Information

## Data Availability

All data of this study are shown in the main text and supplementary information files. The source data underlying the figures are presented in Supplementary data file except Fig. 1a data. The Fig. 1a data is deposited in GEO repository and the GEO accession number is GSE153814. Any additional source data or materials used in this study can be obtained from the corresponding author upon reasonable request.

How the deposited data were processed for this re-analysis (not part of the article)

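The data are 4 single-color Agilent arrays (SurePrint G3 Mouse GE 8x60K, probe annotation on mm9), 1 per condition, of sham and TAC hearts at 2 and 8 weeks after surgery. Each array holds RNA pooled from 4 to 6 mice. All 4 arrays lie on the same slide and in the same scan, so slide and scan could not be tested as batches.

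The authors made the scanner files with Agilent Feature Extraction 10.7.3.1. The processed signal in these deposited files is an intensity per spot, corrected for background and spatial trend and not normalized between arrays. The files also flag each spot as well above background, positive and significant, saturated or an outlier. The deposited table of the series holds the same intensity values times a constant per array, on a linear scale. The paper names GeneSpring GX11 for the analysis and does not state in its text the normalization, the filter on dim probes or the level that counts as active transcription.

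From these files, log2 of the processed signal was taken and the array's 75th percentile over non-control probes was subtracted. Spots marked as outliers were left out, and the spots of a probe were averaged on the log2 scale. The percentile was first taken over spots. It was kept so on later reviews, and was set to probes, as had been laid down before the data were examined, only after the counts had been seen, and the values over spots are given as an alternative. A probe counted as up when it was well above background on the TAC array and TAC over sham was above 2, and as down by the mirror of this rule. A probe counted as measured on an array when it was well above background there. lincRNA probes were the 16194 probes named by a chromosome range. The whole probe series that holds them has 16251 probes, 57 of which have another name, and was used as an alternative chosen after the data were seen. The step to regions of active transcription was read as well above background on both sham arrays.

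With 1 array per condition there were no tests across probes. A gene list was described by its median log2 change, with its percentile among 10000 random lists of the same size matched on mean signal in 20 bins. The lists (hypertrophy genes that rise and that fall, extracellular matrix, fatty acid oxidation, macrophage, lymphocyte, atrial, brown fat, white fat, erythroid, skeletal muscle, Y-linked, immediate early, circadian and cell cycle) were written before the data were examined. The genes named in the text follow a rule of the same date: every mouse gene the paper names that has a probe, the hypertrophy genes, the 5 lincRNA probes and the 5 other probes with the largest smaller-of-both fold among those up at both times, and the 5 other probes with the largest fall by the same rule. Not every gene that this rule selects is given in the text. The circadian and atrial genes, the probes that moved in opposite directions and the regions listed for the screen were named after their values were seen. For a gene with several probes, the probe with the highest mean signal was used. Where a probe was not well above background on the dimmer array, the fold change is a lower bound against the higher of its own signal and the lowest signal well above background.

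The alternatives were quantile normalization between arrays, the median in place of the 75th percentile, no normalization between arrays, normexp background correction with an offset of 50 in limma 3.58.1 (R 4.3.3), the deposited table of the series, other filters on dim probes, a floor, each spot on its own, outlier spots kept, fold thresholds of 1.5 and 3, and other levels for active transcription. Normexp used the median signal of a spot with its local background, because the files hold no mean signal. Single values without replicates counted as moved when they changed by more than 0.184, the SD of the log2 ratio of 2 spots of the same probe.

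The counting was tested on simulated data, in which 200 of the 55681 probes were changed by known folds, all beyond the 2-fold threshold. The changed probes were drawn from those with 1 spot that were well above background on all 4 arrays. The simulation held spot noise but no differences between mice. At 2 weeks 98.1% of the raised and 98.9% of the lowered probes were called, and at 8 weeks 99.1% and 97.9%. These shares do not apply to probes with a sham signal near background or to folds close to the threshold, which were not simulated. Of the unchanged probes, 723 were called up at 2 weeks and 426 at 8 weeks, of which 587 and 289 had a sham signal below background.

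The paper's quantitative PCR values of Supplementary Data 1 for the 10 lincRNAs were read for the closing section only. They were compared by a 2-sided exact permutation test of the difference in means, with Benjamini-Hochberg adjustment, and by an exact Mann-Whitney test. Coordinates of Gm13943, Sestd1 and Zfp385b are those of GRCm38, and no coordinate was converted between builds. The other experiments of the paper were not analysed here. Computations used Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1.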

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

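The tests on sham mouse 5, on the TAC effect between the times, on probes that moved in opposite directions and on probes that fell were chosen only after the results were seen.

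In the paper's quantitative PCR values behind Fig. 1b, c (Supplementary Data 1), 40 groups of mice were examined for a value far from the others, by the gap to the nearest value over the range of the group. The critical value at 95% flags about 1 group in 20 by chance if values are normally distributed, but these values were not log-transformed. The same mice recur for each lincRNA, so the groups are not independent and their count cannot be set against that rate. In 7 groups the ratio exceeded this critical value. Sham mouse 5 at 8 weeks accounted for 5 of them, with ratios of 0.801 for lincRNA-1, 0.838 for lincRNA-2, 0.724 for lincRNA-8, 0.896 for lincRNA-9 and 0.752 for lincRNA-10, and it was the highest sham mouse for all 10 lincRNAs. Values with the same number in the list of each lincRNA are taken as the same mouse. The paper names Actb or 18s rRNA as the reference, and a low value of the reference, which divides every lincRNA, would raise all 10 by a like factor. The factor over the mean of the other sham mice ran from 1.22 to 10.69, a ratio of 8.76 between the highest and the lowest, which argues against the reference as the whole cause. A smaller part of the excess from the reference, other tissue in that sample and a difference between mice remain open and were not tested. At 2 weeks, TAC mouse 4 was far above the other TAC mice for lincRNA-2, with a ratio of 0.839, and for lincRNA-6, with 0.909. No explanation was tested for this mouse.

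The TAC effect in the same values of the paper differed between the times for 3 of the 10 lincRNAs. With the TAC effect taken as the difference between the mean log2 values of TAC and sham mice, the effect at 8 weeks minus that at 2 weeks was -3.13 for lincRNA-2, -4.16 for lincRNA-9 and -1.54 for lincRNA-10. For the test, the log2 values of each time were centred on the mean of its TAC and sham means. The time labels were then permuted within TAC and within sham mice, in all 44100 regroupings. This permutation gave adjusted p of 0.00461, 0.00318 and 0.00461 over the 10 lincRNAs. Because the centring uses estimated means, these p-values are approximate. They also rest on a like spread at both times, which was not tested. At 2 weeks all TAC mice lay above all sham mice for these 3, with effects of 1.98, 2.99 and 0.99. At 8 weeks the effects were -1.16, -1.18 and -0.54, with p of 0.0866, 0.136 and 0.108 in the exact permutation test of the log2 values. Without sham mouse 5 the differences between the times were -2.64, -3.57 and -1.25, and the highest adjusted p from the same permutation was 0.00491. This argues against that mouse alone as the cause. A difference between the quantitative PCR runs of the 2 times stays open, as does a course of remodeling in which these transcripts rise early and return later. Neither was tested.

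On the arrays, 4 probes measured on all 4 arrays rose over 2-fold at 1 time and fell over 2-fold at the other. The difference was not tested, since each condition has 1 array. All lie on chromosome 5 of mm9 and belong to the lincRNA probes. A_30_P01018533, A_30_P01019442 and A_30_P01029005 had log2 changes of 2.54, 2.60 and 2.49 at 2 weeks and of -1.19, -1.02 and -1.05 at 8 weeks. A_30_P01019871 had -2.09 and 2.07. The 2 sham pools differed in these probes by at least 2.21 in size on the log2 scale. A difference between the pooled mice that is not due to surgery would give such values, but the sham signals enter both the changes and the difference between the shams, so this explanation and an effect of TAC that turns with time cannot be told apart.

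The paper reports on probes that rose, while the arrays also hold probes that fell. Over all probes, 556 fell over 2-fold at 2 weeks and 985 at 8 weeks. Between the sham pools the same rule gave 833 in 1 direction and 474 in the other. The count at 2 weeks lay between these, so the counts over all probes do not decide. Of the probes measured on both arrays of a pair, 192 fell over 2-fold at 2 weeks and 305 at 8 weeks. The 2 sham pools, compared by the same rule, gave 118 in 1 direction and 102 in the other. The lower TAC count was 1.63 times the higher sham count. For probes measured on both arrays, this argues against spot noise and differences of the kind seen between the sham pools as the whole cause. The falls counted next are those of these probes. A blemish on a sham array would also give falls. Of the falls, 32 at 2 weeks and 17 at 8 weeks were over 4-fold brighter on that sham array than on each of the others, and 23.4% of the falls at 2 weeks and 11.5% at 8 weeks lay next to another fall on the slide, against at most 7.81% and 9.18% in random sets. Most falls had no such neighbor, which argues against a blemish as the whole cause, while a part of them stays open to it. Without the probes bright on 1 array alone, 160 and 288 falls remained, against 103 and 79 between the sham pools. This rests on a single comparison of sham pools, and pools that differ by more stay open, as does an effect of TAC. At both times, 38 of these probes fell. The largest falls were ranked by the ratio of signals over all probes other than lincRNA probes, whether or not the TAC signal was well above background. They included Ccl11, measured on all 4 arrays, with log2 changes of -2.09 at 2 weeks and -2.60 at 8 weeks. Ubxn10, A_55_P2122638 and A_55_P2015455 were not well above background on either TAC array, so the counts above do not cover them. Ubxn10 was at least 2.81-fold lower at 2 weeks and at least 17.7-fold lower at 8 weeks, but its sham signals differed by 2.61 on the log2 scale between the times. The probes A_55_P2122638 and A_55_P2015455, which the files do not pair with a gene, were at least 2.02-fold and at least 1.53-fold lower at 2 weeks, and at least 6.10-fold and at least 1.66-fold lower at 8 weeks.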

How the results depend on the processing

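The filter on at least 1 of the 4 arrays, the whole lincRNA probe series, the percentile over spots and the merging of regions were chosen only after the data were seen. The other alternatives were set before the data were examined. No paired test was run. TAC and sham arrays can be paired by time, but each condition has 1 pooled array, so such a test would be weak. Counts are given in the order 2 weeks, 8 weeks and both times for all probes up, then for lincRNA probes up, then for lincRNA probes up at both times and detected in both sham hearts with their regions, then for probes down at 2 and 8 weeks, and last for probes that differ between the sham pools.

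With quantile normalization, the median of each array, no normalization and the deposited table, every count stayed within 1.5 times that of the main setting. So did every count made with each spot on its own, outlier spots kept, the percentile over spots and the whole lincRNA probe series. For lincRNA probes up at both times all these settings gave 39 to 45 probes. Regions were not counted with each spot on its own. The median, the deposited table and the percentile over spots gave 10 regions, quantile normalization gave 9 and merging overlapping regions gave 9. With the filter on at least 1 of the 4 arrays, 65 lincRNA probes were up at both times, with and without the whole series, and the other counts stayed within 1.5 times.

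Normexp gave 104, 233 and 47 probes up, 28, 45 and 6 lincRNA probes up, 6 probes detected in sham hearts in 5 regions, 97 and 137 probes down and 168 between the sham pools. Its offset draws ratios of dim probes towards 1, as its construction implies. It kept 103, 229 and 46 of the probes called up with the main setting. No filter on dim probes gave 2409, 1811 and 379 up, 889, 593 and 103 lincRNA, 1647 and 3139 down and 3889 between the shams, and the positive and significant flag gave the same numbers except 3138 down at 8 weeks. These settings let in probes whose signals are near background on both arrays. Requiring both arrays of the pair to be well above background gave 232, 431 and 107 up, 53, 70 and 18 lincRNA, 192 and 305 down and 220 between the shams. The floor gave 415 up at 2 weeks and 135 at both times, 112, 172 and 24 lincRNA, and 751 between the shams. A threshold of 1.5-fold gave 2556, 2297 and 718 up, 705, 526 and 112 lincRNA, 59 probes detected in sham hearts in 36 regions, 1451 and 2520 down and 2830 between the shams. A threshold of 3-fold gave 496, 543 and 67 up, 165, 150 and 12 lincRNA, 3 probes in 3 regions, 313 and 461 down and 799 between the shams. A sham signal above the median left 11 probes, and above the 75th percentile 4 probes in 4 regions.

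The mean log2 change of the Lionheart probes was between 1.28 and 1.34 at 2 weeks and between 1.90 and 2.10 at 8 weeks under the other scalings, and 1.02 and 1.55 with normexp. Among gene list medians, normexp gave 0.13 for lymphocyte genes at 2 weeks, 0.05 and -0.33 for atrial genes at 2 and 8 weeks, -0.03 and -0.11 for brown fat genes, -0.05 for white fat genes at 2 weeks, 0.30 for immediate early genes at 8 weeks, and 0.47 and 0.51 for cell cycle genes. Quantile normalization gave -0.06 for brown fat genes at 2 weeks, 0.04 for white fat genes at 8 weeks and 0.01 for skeletal muscle genes at 8 weeks. Apart from the effect of the offset on dim probes, the cause was not tested. Of 440 values of single genes and probes under the scalings and background corrections, 35 moved, 30 of them with normexp and 5 with quantile normalization, and 33 of the 35 came closer to 0.

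The share of rises among all changes over 2-fold depended on the scaling. It was 65.6% at 2 weeks and 51.6% at 8 weeks, but 64.6% at 8 weeks without normalization (1369 up and 749 down), and 51.7% at 2 weeks and 63.0% at 8 weeks with normexp. Without normalization, the median log2 change at 8 weeks shifted by 0.168. The cause was not tested. The log2 SD between spots of a probe was 0.13 well above background and 0.432 otherwise.

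In the paper's quantitative PCR values, 7 of the 10 lincRNAs were higher after TAC at 2 weeks and 3 at 8 weeks by the exact permutation test. At 8 weeks, lincRNA-4 and lincRNA-6 were lower after TAC, with ratios of 0.477 and 0.423 and p of 0.00866 and 0.00217 in the same exact test (adjusted over 20 tests, 0.0346 and 0.0108). The exact Mann-Whitney test and log2 values gave 7 and 3 higher as well. Leaving out each mouse in turn gave 0 to 0 at 2 weeks, because 3 mice against 4 allow no exact p under 0.0571, and 3 to 3 at 8 weeks.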

Differences from the paper's values

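Of the settings compared here, the filter on at least 1 of the 4 arrays, the whole lincRNA probe series and the percentile over spots were set as alternatives only after the values were seen.

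The legend of Fig. 1 gives 65 probes without stating how they were chosen. The paper's 65 is read here as the number of lincRNA probes up over 2-fold at both times, for which the value found here was 41. Of the 13 alternatives set before the data were examined, 12 also differ from the paper's value by over 1.5 times. These are quantile normalization with 39, the median of each array with 42, normexp with 6, the deposited table of the series with 39, no filter on dim probes with 103, both arrays of the pair well above background with 18, the positive and significant flag with 103, the floor with 24, each spot on its own with 41, outlier spots kept with 41, a 1.5-fold threshold with 112 and a 3-fold threshold with 12. Without normalization between arrays the count was 45, within 1.5 times of the paper's value. Requiring a probe to be well above background on at least 1 of the 4 arrays gave 65, and this filter was chosen after seeing the values.

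With that filter and the whole lincRNA probe series together, both chosen after seeing the values, 318 lincRNA probes were up only at 2 weeks, 230 only at 8 weeks and 15638 at neither time, numbers that are printed in Fig. 1a, as is the 16251 of the whole series. The other parts of the Venn diagram were then 585, 226 and 591 probes, and the totals 1194 and 1112. These 5 counts lie within 2 probes of those printed.

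The paper gives 10 intergenic regions, and the value found here was 11, from 18 probes. The median of each array and the deposited table of the series, both set before the data were examined, gave 10 regions. With the deposited table these came from 17 probes, and both numbers are those printed in Fig. 1a. The percentile over spots, which was the reading taken first and was set as an alternative after the values were seen, gave the same 2 numbers.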

Other observations

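The tests on bright spots, on probes followed between the pairs, on red blood cells, on fast skeletal muscle, on the circadian genes and on the atrial genes were chosen only after the results were seen. The tests between the sham pools for probes that rose, of exchanged labels and of the medians for other tissue were written before the data were examined.

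Most probes up over 2-fold had a sham signal that was not well above background. By the same rule, the sham array at 8 weeks held 715 probes over 2-fold above the sham array at 2 weeks where the latter was not well above background, against 828 for TAC at 2 weeks and 619 at 8 weeks. In the other direction the sham pools gave 372, below both TAC counts. The sham counts thus lie on both sides of the lower TAC count. Followed into the 8-week pair, 44.9% of the 828 probes were higher after TAC. This lies between the 36.4% and the 79.3%, where the former comparison was added after the first count. The 36.4% is that of other probes matched on signal and the 79.3% that of probes measured on both arrays, so noise and TAC cannot be told apart for these probes as a set, with 1 array per condition. Of the 619 probes up at 8 weeks, 57.7% were higher after TAC in the 2-week pair, against 45.8% of matched probes and 91.9% of those measured on both arrays. In the 2-week pair, 92 of the 619 were over 2-fold higher and 9 over 2-fold lower. In the 8-week pair, 97 of the 828 were over 2-fold higher and 62 over 2-fold lower. For probes measured on both arrays, the larger count between the sham pools was 118, against 232 and 431 after TAC. This argues against spot noise and differences of the kind seen between the sham pools as the whole cause, and is consistent with an effect of TAC, although a single pair of sham pools was compared.

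A TAC and a sham array with exchanged labels would show lower hypertrophy genes on the array labelled TAC. The lower of the 2 medians of this list was 1.44, which argues against such an exchange.

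Some probes were over 4-fold brighter on 1 array than on each of the others, 818 in all. On the sham array at 2 weeks 65.8% of them, on the sham array at 8 weeks 68.3% and on the TAC array at 8 weeks 67.0% lay next to another such probe on the slide. In 1000 random sets the highest share on these arrays was 8.64%. A local blemish is a candidate explanation for these. On the TAC array at 2 weeks the median distance to the nearest such probe was 10.6 spots, within the range of 9.00 to 12.0 in random sets, which argues against a blemish for most of its 132 probes, although 17.4% had a neighbor against at most 10.6% in random sets. Of the probes up at 8 weeks, 224 were bright on that TAC array alone, 83 of them lincRNA probes. These probes can enter a count of rises at a single time, and those on a sham array a count of falls or of differences between the sham pools. Without the probes bright on 1 array alone, the probes up with a sham signal not well above background were 699 at 2 weeks and 410 at 8 weeks, and the sham pools gave 486 and 174 such probes. Measured on both arrays were then 224 and 414 probes up, against 103 and 79 between the sham pools.

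An unequal share of other tissue between pools was tested with marker lists. The largest median among the fat, atrial, erythroid and skeletal muscle lists was -0.60, for atrial genes at 8 weeks, under the 2-fold change set as the limit. Several members are dim on the arrays or expressed by the heart itself, so these medians do not decide, and fat and atrial tissue cannot be told apart from an effect of TAC by them. For red blood cells, the largest log2 change among the erythroid genes was 0.30 in size, which argues against their share as the cause of changes over 2-fold. For fast skeletal muscle, the highest signal among Myh1, Myh2 and Myh4 was 0.0205 of the 75th percentile and on no array well above background, which argues against this tissue as the cause. The medians at 2 and 8 weeks were 0.26 and -0.60 for atrial, -0.28 and 0.07 for brown fat, -0.26 and -0.17 for white fat, -0.28 and 0.08 for erythroid, -0.05 and -0.19 for skeletal muscle and -0.14 and 0.03 for Y-linked genes. The mean of the skeletal muscle genes was positive, at 0.33 and 0.25, with Acta1 as the only gene of the list over 2-fold higher. The sign of the brown fat median at 8 weeks turned with normexp, and those of white fat and skeletal muscle at 8 weeks turned with quantile normalization. Well above background on all 4 arrays were 4 of 8 atrial, 4 of 6 brown fat, 3 of 7 white fat, all 6 erythroid genes with a probe and 5 of 9 skeletal muscle genes.

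Within the atrial list, Myl7 was at least 3.64-fold lower and Sln at least 2.55-fold lower after TAC at 8 weeks. Of the 8 genes, 2 were higher, Dkk3 with a log2 change of 1.17 and Nr2f2 with 0.03, while Tbx5 had -0.93 and Myl4 -0.52. The sham pool at 8 weeks was itself above the sham pool at 2 weeks in Myl4 by 0.32 and in Sln by 0.63 on the log2 scale, and Myl7 was well above background in the former pool only. With normexp the median of the list at 8 weeks was -0.33. Less atrial tissue in the TAC pool or more of it in the sham pool at 8 weeks may contribute. The ventricle also expresses genes of the list and TAC can change them, so these and an effect of TAC cannot be told apart.

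At 2 weeks the circadian list had a median of -0.46, against -0.06 at 8 weeks, where its mean was 0.06. Dbp had a log2 change of -1.26, Ciart -1.54, Per3 -1.19, Per2 -0.86, Nr1d2 -0.60 and Tef -0.53, whereas Arntl, which runs opposite to them over the day, had 1.00. The sham pool at 8 weeks differed from the sham pool at 2 weeks the same way, with 0.94 for Arntl, -0.67 for Dbp, -0.78 for Per3 and -1.30 for Ciart, a comparison that shares the sham array at 2 weeks. Hearts of the 2 pools taken at different times of day may explain this. Because these genes were picked for the pattern, and each condition has 1 pool, time of day and an effect of TAC on the clock at 2 weeks cannot be told apart.

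The other lists gave medians at 2 and 8 weeks of 1.00 and 1.20 for extracellular matrix, -0.24 and -0.25 for fatty acid oxidation, -0.30 and -0.43 for the hypertrophy genes that fall, 0.44 and 0.40 for macrophage, 0.58 and 0.13 for lymphocyte, 0.34 and 0.50 for immediate early and 0.86 and 1.16 for cell cycle genes.

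Genes that the paper names for other experiments had these log2 changes at 2 and 8 weeks. Myh6 had -0.19 at both times in its brighter probe, -0.36 and -0.54 in the other, and the brighter probe had -0.01 at 8 weeks with quantile normalization. Mhrt had -0.61 and -1.25, Nppb 1.03 and 1.94, Col1a1 0.97 and 1.20, Acta2 -0.01 and -0.40, Csrp3 0.42 and 0.41, Pura -0.04 and 0.10, Srf 0.16 and 0.17, and Gata4 -0.21 and -0.05. The neighbors of Lionheart, Sestd1 and Zfp385b, had 0.08 and 0.02, and -0.16 and 0.26. For Zfp385b a second probe of similar signal had -0.78 and -0.31, and normexp gave -0.03 for the former probe at 8 weeks, so its direction at 8 weeks is not settled. Other probes of Pura and Gapdh lay between -0.22 and 0.33. Actb had 0.18 and 0.27, and Gapdh 0.01 and -0.07. Mef2c, Ep300, Hprt, Gtf2b, Plekhm1, Myd88 and Smarca4 lay between -0.11 and 0.28 at both times. Xist was not well above background on any of the 4 arrays.

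Of the hypertrophy genes, Acta1 had 3.09 and 3.41, Ankrd1 1.29 and 1.99, Xirp2 1.44 and 1.88, and Ccn2 0.84 and 2.15. Of those that fall, Atp2a2 had -0.45 and -0.37, Pln -0.42 and -0.49, and Ryr2 -0.15 and -0.63. Among the other probes with the largest rises at both times, ranked by the ratio of their signals, Cilp was 10.9-fold and 12.7-fold higher. Atp6v0a4 was at least 2.74-fold and at least 4.89-fold higher, and Vmn1r104 at least 1.79-fold and at least 2.42-fold higher.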
